# Adipose Tissue Dysfunctions in Response to an Obesogenic Diet Are Reduced in Mice after Transgenerational Supplementation with Omega 3 Fatty Acids

**DOI:** 10.3390/metabo11120838

**Published:** 2021-12-04

**Authors:** Alexandre Pinel, Jean-Paul Rigaudière, Béatrice Morio, Frédéric Capel

**Keywords:** obesity, adipose tissue, metabolism, gene expression, mitochondria

## Abstract

Obesity is characterized by profound alterations in adipose tissue (AT) biology, leading to whole body metabolic disturbances such as insulin resistance and cardiovascular diseases. These alterations are related to the development of a local inflammation, fibrosis, hypertrophy of adipocytes, and dysregulation in energy homeostasis, notably in visceral adipose tissue (VAT). Omega 3 (n-3) fatty acids (FA) have been described to possess beneficial effects against obesity-related disorders, including in the AT; however, the long-term effect across generations remains unknown. The current study was conducted to identify if supplementation with n-3 polyunsaturated FA (PUFA) for three generations could protect from the consequences of an obesogenic diet in VAT. Young mice from the third generation of a lineage receiving a daily supplementation (1% of the diet) with fish oil rich in eicosapentaenoic acid (EPA) or an isocaloric amount of sunflower oil, were fed a high-fat, high-sugar content diet for 4 months. We explore the transcriptomic adaptations in each lineage using DNA microarray in VAT and bioinformatic exploration of biological regulations using online databases. Transgenerational intake of EPA led to a reduced activation of inflammatory processes, perturbation in metabolic homeostasis, cholesterol metabolism, and mitochondrial functions in response to the obesogenic diet as compared to control mice from a control lineage. This suggests that the continuous intake of long chain n-3 PUFA could be preventive in situations of oversupply of energy-dense, nutrient-poor foods.

## 1. Introduction

Obesity is associated with a higher risk of disability and co-morbidities, such as cardiovascular diseases (CVD), type 2 diabetes, and cancer. Childhood obesity predisposes to the same disorders at a higher risk [1,2]. Obesity is a multifactorial process, involving genetic, environmental, and behavioral factors. Imbalance in the energy intake and expenditure is a major contributor to fat mass accretion. White adipose tissue (WAT) is the major site of energy storage but it also has an endocrine function by the secretion of adipokines that contribute to nutrient metabolism and insulin sensitivity in peripheral tissues [3,4]. Alteration of WAT physiology during obesity leads to insulin resistance, low grade inflammation, perturbation of fuel selection by metabolic tissues, contributing to a global alteration of energy homeostasis. These abnormalities are crucial factors of the increased risk for disability and mortality and the strong socioeconomic impact of obesity [5]. Most healthy and preventive lifestyle recommendations aim at increase physical activity, and reduce energy intake by eating a diet rich in fruits and vegetables and poor in sugars. Such a diet should provide natural bioactive compounds with antioxidant and anti-inflammatory properties [6]. Furthermore, recommendations for the fatty acid (FA) composition of dietary fats emphasize on the limitation of saturated FA (SFA), an increase in omega 3 (n-3) polyunsaturated FA (PUFA), and a controlled omega 6 (n-6) PUFA intake in order to reach an n-6:n-3 ratio close to 2:1, contrasting with the value of 15–20:1 observed in a typical Western diet [7,8,9]. N-3 PUFAs are bioactive nutrients with protective roles against endothelial dysfunctions, inflammation, heart disease, and obesity [10,11]. By contrast, n-6 PUFA have pro-inflammatory and pro-adipogenic effects [12].

N-3 PUFA must be supplied by the diet, notably α-linoleic acid (ALA 18:3 n-3), found in plants and which is converted by the body to eicosapentaenoic acid (EPA, 20:5 n-3) and docosapentaenoic acid (DHA, 22:6 n-3). EPA and DHA are mainly found in seafood and were demonstrated to be the most bioactive FA of the family in their native or oxidized form [13,14,15]. Finally, docosapentaenoic acid (DPA, 22:5 n-3) is an intermediate of EPA and DHA, which may also have metabolic and healthy properties [16]. It has been observed that supplementation of an obesogenic diet with EPA induced an accumulation of DPA and DHA in different organs and limited fat mass gain, inflammation, and metabolic abnormalities in mice [17,18]. The mechanisms remain partially described but could involve an anti-lipogenic effect of EPA [19,20]. Evidence was also provided about the improvement of adipose tissue secretory profile and inflammation in rodents receiving a high-fat diet supplemented with n-3 PUFA [21,22]. Recently, our group has demonstrated that dietary supplementation of three generations of mice with EPA could alleviate the deleterious metabolic impact of an obesogenic diet [23] in the third generation (F3 mice). Transgenerational supplementation with n-6 or n-3 PUFA could induce specific biological adaptations, which could affect fatty acid metabolism and susceptibility to fat mass accretion [12]. We observed that transgenerational supplementation with fish oil (1% of the diet), rich in EPA, reduced the activation of fibrotic processes in skeletal muscle and contributed to a better metabolic flexibility in the liver in F3 mice exposed to an obesogenic diet through several molecular adaptations [23,24], but the consequences on the AT remained to be explored. As the AT dysfunctions are a key element in the progression of obesity-related comorbidities, nutritional strategies using n-3 PUFA, and aiming at the improvement of its secretory and metabolic activities, were proposed [25].The aim of the present study was to explore how the transgenerational supplementation with n-3 PUFA, mainly in the form of EPA, affected adipose tissue biology and adaptation after an obesogenic challenge.

## 2. Results

### 2.1. High-Fat Diet Related Transcriptomic Adaptation in VAT Are Reduced after Transgenerational Intake of EPA

The details of the breeding strategy to obtain three generations of mice receiving a supplementation with EPA and of the obesogenic challenge could be found in Section 4.1. We previously described that the biometric and metabolic consequences of 17 weeks of an obesogenic diet differed between F3 mice from the EPA lineage (HFepa) compared to a control/oleic lineage (HFoleic) [23]. Briefly, HFepa mice gained less weight, fat mass, and exhibited better metabolic function compared to HFoleic mice and to a reference group of F3 mice from the control lineage/oleic ( group “Ref”) receiving a normocaloric diet. 

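Gene expression was measured in visceral adipose tissue of 20 male F3 mice, with 1 microarray per mouse: 6 of the Ref group, 6 of the HFoleic group and 8 of the HFepa group. Total RNA was labelled with the dye Cy3 and hybridized to Agilent SurePrint G3 mouse arrays, which read 1 colour only. Each array has 62,976 spots, of which 59,305 are not controls and carry 56,605 distinct probes. The arrays are spread over 3 slides. Slide 1 holds 3 HFepa, 3 HFoleic and 2 Ref arrays, slide 2 holds 3 HFepa, 1 HFoleic and 2 Ref arrays, and slide 3 holds 2 arrays of each group. The authors extracted the signal of each spot from the scanned images, without background subtraction in the median signal used here. The median signal per array was 96 (83 to 103) in the Ref group, 110 (96 to 113) in the HFoleic group and 98.5 (88 to 114) in the HFepa group, given as the median of the arrays with their range, in arbitrary units. The scanner software called a median of 68.15% of the spots well above background in the Ref group (66.42% to 70.49%), 68.48% in the HFoleic group (66.36% to 71.07%) and 69.46% in the HFepa group (66.06% to 71.88%). No spot was saturated. The number of mice is a limit on the precision of these values, and other sources of imprecision were not compared with it.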

Adipose tissue samples from these animals were used for mRNA isolation for a transcriptomic exploration. Three pairwise comparisons were performed. HFoleic and HFepa groups were compared to Ref group, and a comparison between HFoleic and HFepa groups was also performed.

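The values below come from the deposited spot signals, taken through the steps that Section 4.4 names. Control spots were left out, and a spot that the software marked as uneven or as a population outlier was treated as missing on that array. A probe was tested if it was well above background on at least 6 arrays, the size of the smallest group, because the text names a filter without its rule. The signals were put on the log2 scale and quantile normalized, and spots of the same probe were averaged. This left 39,390 probes of 25,618 gene names, of which 33,232 probes were well above background on all 20 arrays, and 24 single values were missing. One limma model with a mean for each group was fitted to all arrays, the 3 contrasts were taken from it, and p values were adjusted by the Benjamini–Hochberg procedure over all tested probes. A probe was called at an adjusted p threshold of 0.05. A gene is a distinct gene name, with the direction of its probe with the smallest p. A single gene is reported by its probe with the highest mean over all arrays, with other probes where they differ, and every gene position is that of the probe in the files' annotation, on genome build mm9. Simulated changes of log2 1 in 200 probes were recovered in 93.0% of probes for HFoleic vs. Ref, 90.5% for HFepa vs. Ref and 92.5% for HFepa vs. HFoleic. The replicate numbers of the mice were not used to pair them.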

Out of the 38,181 probes exhibiting a valid signal, 12,319 were differentially expressed between HFoleic and reference groups (9430 unique transcripts, 4876 over represented in HFoleic, and 4554 over represented in reference) when the Benjamini–Hochberg procedure was used for multiple testing correction. 

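Of the tested probes, 12,147 differed between the HFoleic and Ref groups after adjustment, 6004 of them higher in the HFoleic group and 6143 higher in the Ref group. They belong to 9323 genes, 4474 higher in the HFoleic group and 4849 higher in the Ref group. The share of genes that were higher in the HFoleic group was 47.99% and depended on the scaling, with 42.59% on the processed signal and 41.79% after median centring. Among unpaired alternatives, array weights moved the number of probes most, to 16,112, and with the slide as a block it was 12,654. Among probes for which the groups do not overlap, the largest rise was that of Vsig8 (NM_177723, chromosome 1, 174493788 to 174493847), from 7.15 ± 0.49 (SD, n = 6) in the Ref group to 12.56 ± 0.74 (SD, n = 6) in the HFoleic group, in log2 intensity. The log2 fold change was 5.41 (standard error 0.90, adjusted p = 4.98e-04). Mmp12 (NM_008605, chromosome 9, 7358559 to 7358618) rose by 5.24 (standard error 0.92, adjusted p = 6.77e-04). Gpnmb, Saa3 and Atp6v0d2 followed with log2 fold changes of 4.89, 4.81 and 4.66. The largest fall was that of Acsm3 (NM_212441, chromosome 7, 126928021 to 126928080), from 12.19 ± 0.44 to 8.57 ± 1.45 (SD, n = 6 each), with Ref mouse 7 at 11.31 and the other Ref mice at 12.26 or more. Its log2 fold change was -3.62 (standard error 0.65, adjusted p = 7.34e-04). Cyp2f2 had a log2 fold change of -3.36, with Ref mouse 5 at 14.02 and the other Ref mice at 11.69 or less, and Lama1 and 2010016I18Rik had -2.82 and -2.61.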

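In HFepa vs. Ref, 892 probes were called, 378 of them higher in the HFepa group and 514 higher in the Ref group. They belong to 785 genes, 313 higher in the HFepa group and 472 higher in the Ref group. This count moved more than that of HFoleic vs. Ref, from 130 probes without Ref mouse 6 to 2513 without HFepa mouse 3. With the slide as a block it was 696, and with 6 of the 8 HFepa mice it had a median of 322.5 over all 28 choices, from 11 to 3193. Dock8 rose most among the genes whose groups do not overlap, and Crtac1 (NM_145123, chromosome 19, 42357810 to 42357869) came next, with 7.26 ± 0.59 (SD, n = 6) in the Ref group and 8.73 ± 0.27 (SD, n = 8) in the HFepa group, a log2 fold change of 1.48 (standard error 0.22, adjusted p = 0.0064). Map1a, Optc and Adh4 followed with 1.34, 1.27 and 1.15. The largest falls were those of A530001N23Rik (XR_873555, chromosome 13, 60585372 to 60585431), with a log2 fold change of -1.25 (standard error 0.29, adjusted p = 0.0312), and of Mucl1 and Gm23952, with -1.12 each, and Gm11837 and Fam19a5 came next. Fold changes do not depend on the number of calls. Over all tested probes, the total least squares slope of the log2 fold changes of HFepa vs. Ref on those of HFoleic vs. Ref was 0.533, with a jackknife standard error of 0.161 and a range of 0.442 to 0.593 with each array left out in turn. The correlation was 0.889 across probes, which are not independent replicates, and both comparisons use the same Ref arrays. In 100 simulations with no group changed, the correlation had a median of 0.532 and was at most 0.852, and the slope was between -7.57 and 6.78. With both HF groups changed alike, the slope was between 0.604 and 1.46 in 100 draws. The median within-group SD was 0.163 in the Ref group, 0.146 in the HFoleic group and 0.181 in the HFepa group. The ratio of the SD in the HFepa group to that in the others was 1.12. Mean squared residuals per array had a ratio of 1.18, which a permutation test did not tell from equal spread (1e+05 draws, p = 0.348). With so few arrays, that test does not exclude a larger spread in the HFepa group.

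**Figure D1:**
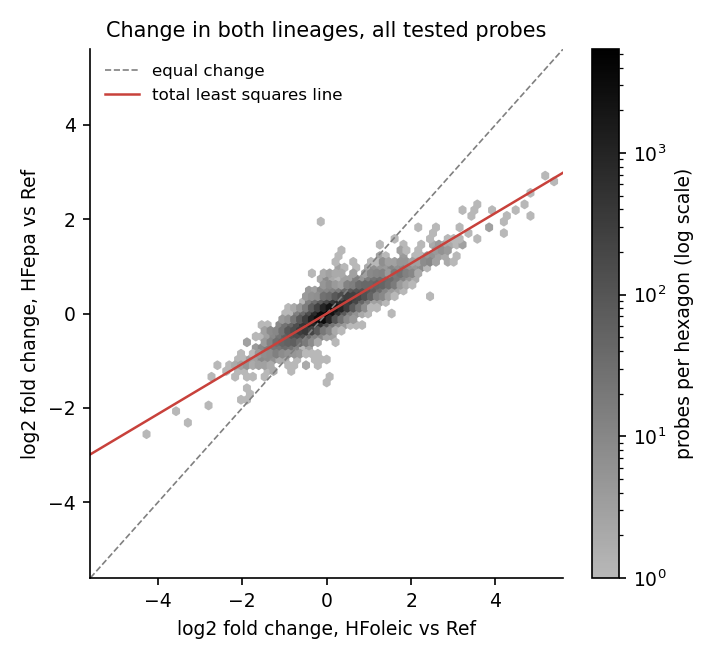
Log2 fold change of each tested probe in HFepa vs. Ref (vertical axis) against HFoleic vs. Ref (horizontal axis), with darker hexagons holding more probes on a log scale. The red line has the slope of 0.533, below the dashed line of equal change.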

Using the same criteria, the number of significantly regulated transcripts was lower between the HFepa and reference groups, 1026 were differentially expressed (903 unique genes, 532 over represented in HFepa, and 371 over represented in reference). Among the significantly regulated genes identified in the comparisons of HFoleic and HFepa against the reference group, 882 regulations were common among them (Figure 1a). 

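In the present values, 767 genes were called in both comparisons with the Ref group, 300 of them higher in both HF groups, 459 lower in both and 8 in opposite directions. They make up 97.7% of the genes called in HFepa vs. Ref. Another 18 genes were called in HFepa vs. Ref only and 8556 in HFoleic vs. Ref only. A gene called in a single comparison is not shown to differ between the HF groups, which is tested by their own contrast. Both comparisons use the same Ref arrays, so they are not independent. The number of shared genes was between 115 without Ref mouse 6 and 2076 without HFepa mouse 3, and array weights moved it to 1276.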

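The smallest p value in the direct comparison of the HF groups was that of a probe for Anxa6, the gene of annexin A6 (ENSMUST00000148298, chromosome 11, 54804707 to 54804766). Its log2 intensity was 10.76 ± 0.10 (SD, n = 8) in the HFepa group, 10.33 ± 0.12 (SD, n = 6) in the HFoleic group and 10.56 ± 0.08 (SD, n = 6) in the Ref group. The log2 fold change of HFepa vs. HFoleic was 0.425 (standard error 0.06, adjusted p = 0.0327), and all 8 HFepa mice were above all HFoleic mice. With each of the 20 arrays left out in turn, the adjusted p was between 0.00726 and 0.186 and the call was kept in 4 of the 20 fits. The call was also lost on the processed signal, after normexp background correction, after median centring, with only these groups in the model and for the mean of all probes of the gene, with adjusted p values between 0.0109 and 0.251 over the unpaired alternatives. The other tested Anxa6 probe, with a mean of 15.23 over all arrays, had a log2 fold change of -0.164 (standard error 0.102, adjusted p = 0.375). The number of probes called between the HF groups depended on single mice: it was 2867 without HFepa mouse 1 and 1663 without HFoleic mouse 1. It was 1297 with the slide as a block, 4528 with array weights and 0 with the processed signal.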

One transcript was differentially expressed between HFepa and HFoleic using the multiple testing correction. All the differential expressions that were also evaluated by RT-qPCR were validated (Table 1). 

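The RT-qPCR values are not used here, and what follows are the microarray values of the genes in Table 1. Of these 11 genes, 8 were called in HFoleic vs. Ref (8 also when adjusted over the list alone) and 1 in HFepa vs. Ref (2 when adjusted over the list alone). The list was chosen by the authors on these samples, so the values adjusted over it are not independent evidence. The gene called in both was Dock8 (NM_028785, chromosome 19, 25275989 to 25276048). Its log2 intensity was 7.31 ± 0.59 (SD, n = 6) in the Ref group, 9.44 ± 0.34 (SD, n = 6) in the HFoleic group and 9.13 ± 0.45 (SD, n = 8) in the HFepa group, without overlap between either HF group and the Ref group. The log2 fold change vs. Ref was 2.13 (standard error 0.25, adjusted p = 1.38e-04) in the HFoleic group and 1.82 (standard error 0.24, adjusted p = 0.00326) in the HFepa group. Plin2 (NM_007408, chromosome 4, 86302847 to 86302906) had a log2 fold change of 0.92 in HFoleic vs. Ref (standard error 0.26, adjusted p = 0.0105) and of 0.54 in HFepa vs. Ref (standard error 0.24, adjusted p = 0.205). Dnajb1 (NM_018808, chromosome 8, 86135660 to 86135719) had -0.01 and 0.26 (adjusted p = 0.944 and 0.166), and the sign of the first changed with the scaling, to 0.06 after median centring. The brightest of 4 probes for Nupl2 (NM_153092, chromosome 5, 23688516 to 23688575) had 0.06 and -0.10 (adjusted p = 0.551 and 0.451), while another probe was called in HFepa vs. Ref with -0.33 (adjusted p = 0.0158).

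**Figure D2:**
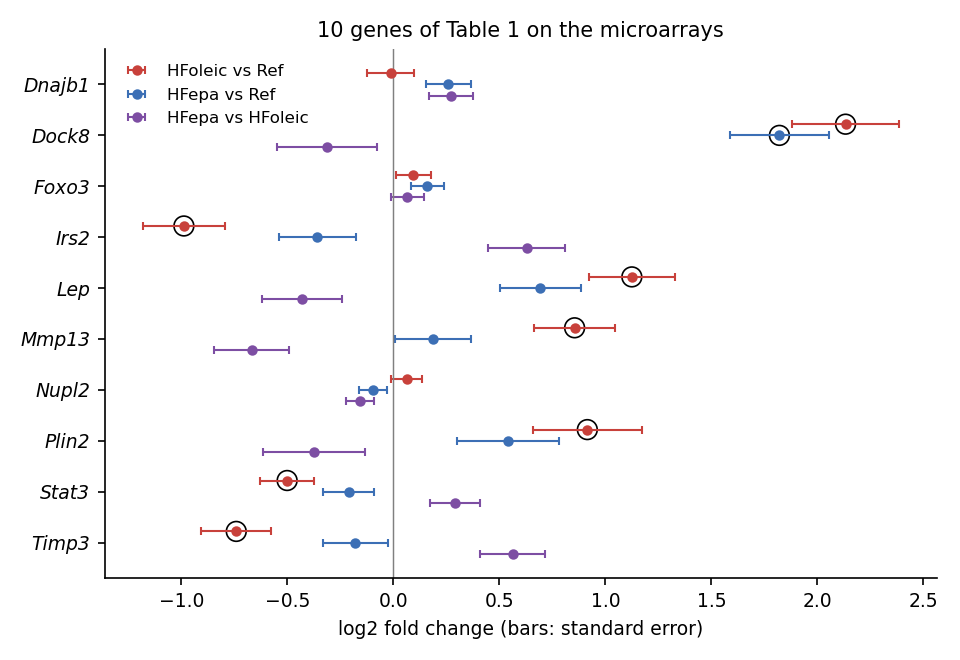
Log2 fold change on the microarrays of 10 genes of Table 1 in each of the 3 comparisons (horizontal axis), with the standard error as bars and a circle around values with an adjusted p below the threshold of 0.05. Dock8 is the gene circled in both comparisons with the Ref group, at 2.13 and 1.82.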

Expression data of all these transcripts were used for a PLS-DA, showing a clear separation of the three groups, and illustrating the differential impact of the high-fat diet in HFepa group compared to HFoleic group (Figure 1b).

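A PLS-DA with 2 components was fitted to the 12,176 probes called in any comparison. Component 1 held 60.3% of their variance and component 2 held 4.25%. In the fit, 16 of the 20 arrays lay nearest to the centre of their own group. Probes chosen for a group difference separate the groups in part by construction, so each array was also left out, with the probes chosen again, and then assigned. In that way 14 of 20 arrays were assigned to their own group: 5 of 6 Ref, 5 of 6 HFoleic and 4 of 8 HFepa arrays. HFepa mice 1 and 6 were assigned to the HFoleic group and HFepa mice 3 and 8 to the Ref group, while HFoleic mouse 1 and Ref mouse 7 were assigned to the HFepa group. A principal component analysis of all tested probes, with components of 38.1% and 22.7%, also placed 14 arrays. On the line from the mean of the Ref group (0) to that of the HFoleic group (1), with each array left out of the mean of its own group, the position was 0.098 ± 0.165 (SD, n = 6) in the Ref group, 0.947 ± 0.308 (SD, n = 6) in the HFoleic group and 0.504 ± 0.362 (SD, n = 8) in the HFepa group. HFepa mice 1 and 6 were at 1.14 and 1.00, and the other HFepa mice were between 0.12 and 0.42. HFoleic mouse 1 was at 0.48. From the separation in Figure 1b, the paper reads that the high-fat diet had a different impact in the HFepa group than in the HFoleic group.

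**Figure D3:**
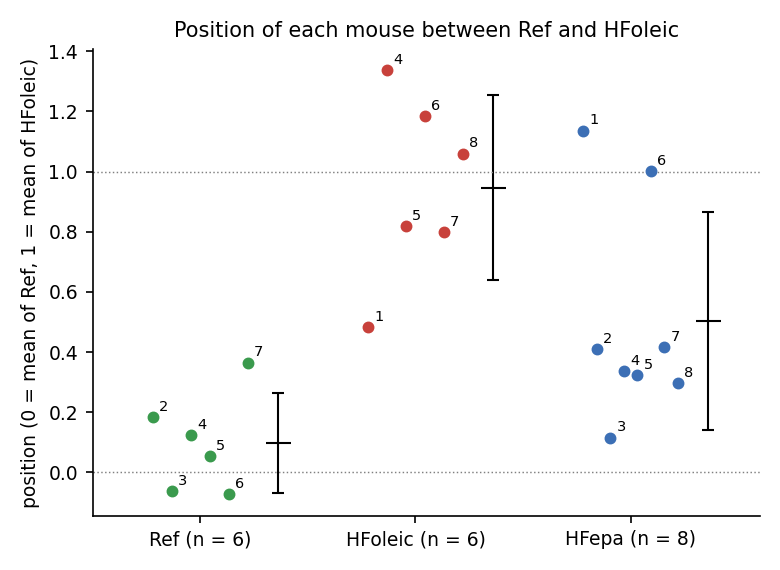
Position of each mouse (points, with the replicate number) on the line from the mean of the Ref group (0) to the mean of the HFoleic group (1), vertical axis without unit, by group, with the mean and SD as black bars. Ref mice lie between -0.07 and 0.36, HFoleic mice between 0.48 and 1.34, and HFepa mice 1 and 6 at 1.14 and 1.00.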

### 2.2. Comparison of Cell Type Distribution in VAT

The effect of the intervention on VAT cell-type composition was explored using CIBERSORT. According to the in silico strategy developed with this online software [26], the gene expression data were used to estimate the relative abundance of the different cells types found in adipose tissue. 

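The CIBERSORT signature is not used here. In its place, the mean log2 intensity of 17 lists of cell type marker genes, written by hand before the values were read, was compared between the groups with two-sided exact permutation tests, adjusted over the 51 tests of lists and pairs of groups. Such a level is not a proportion of cells, since it also changes with expression per cell. The adjusted p was below 0.05 in 10 of the 51 tests, and the normexp alternative moved this number most, to 7. The adipocyte list was at 16.18 ± 0.15 (SD, n = 6) in the Ref group, 15.83 ± 0.22 (SD, n = 6) in the HFoleic group and 16.03 ± 0.20 (SD, n = 8) in the HFepa group (exact permutation test, adjusted p = 0.0849 for HFoleic vs. Ref, with a range of 0.0414 to 0.101 over the alternatives, and 0.256 for HFepa vs. Ref). The lists of T cells, B cells and endothelial cells differed by 0.09, -0.19 and -0.09 between the HFoleic and Ref groups, less than their spread. The macrophage list was at 12.21 ± 0.22 (SD, n = 6) in the Ref group, 13.36 ± 0.38 (SD, n = 6) in the HFoleic group and 12.67 ± 0.65 (SD, n = 8) in the HFepa group (exact permutation test, adjusted p = 0.0221 for HFoleic vs. Ref, 0.249 for HFepa vs. Ref and 0.114 for HFepa vs. HFoleic). The list of lipid-associated macrophages, with genes such as Trem2, Cd9 and Gpnmb, rose by 3.19 in HFoleic vs. Ref (exact permutation test, adjusted p = 0.0221) and by 1.61 in HFepa vs. Ref (adjusted p = 0.0793). The list of adipose stem cells and fibroblasts rose by 0.63 in HFoleic vs. Ref (adjusted p = 0.0221) and fell by 0.39 in HFepa vs. HFoleic (exact permutation test, adjusted p = 0.0459, with a range of 0.0321 to 0.056 over the alternatives).

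**Figure D4:**
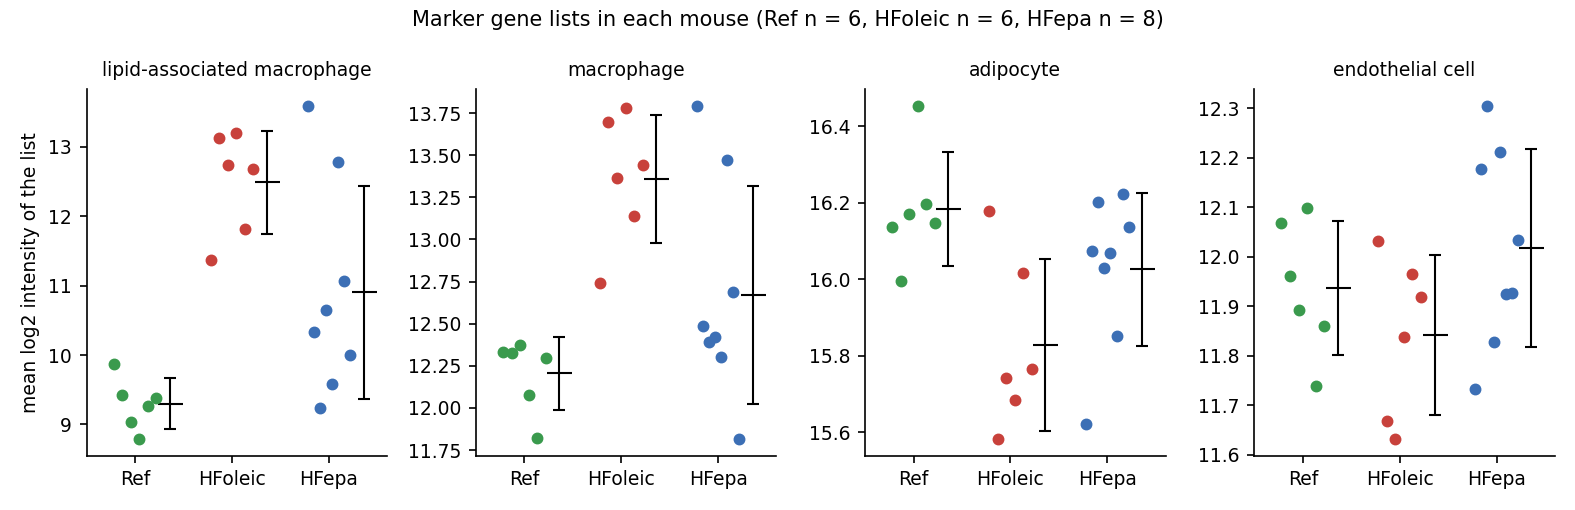
Mean log2 intensity (vertical axis) of 4 lists of marker genes in each mouse (points), with the mean and SD of each group as black bars; the vertical axes differ and do not start at 0. The list of lipid-associated macrophages lies between 11.37 and 13.20 in the HFoleic mice and between 8.79 and 9.87 in the Ref mice.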

As illustrated in Figure 2, the representation of the main cell types did not differ between samples suggesting that neither the obesogenic challenge, nor the previous transgenerational supplementation with n-3 PUFA, had an effect on the proportion of adipocytes (43%), immune cells (41%), adipose stem cells (6%), and chondrocytes (5.5%).

### 2.3. Transgenerational Supplementation with EPA-Induced Differential Regulation of Biological Pathways and Processes in VAT

Gene Set Enrichment Analysis (GSEA) was used to explore how the transgenerational intake of omega 3 FA impacted the regulation of biological processes and pathways induced by the obesogenic challenge. GSEA applies a statistical analysis to identify concordant variation in expression value of set of genes between two biological states with adjustment for multiple testing. Consequently, we explored the regulation of biological processes and pathways using the different databases implemented in GSEA pathways (WIKI, KEGG, Biocarta, and Reactome) on all differentially expressed mRNA in the three pairwise comparisons: HFoleic vs. Ref (unique transcripts), HFepa vs. Ref (6574 unique transcripts), and HFepa vs. HFoleic (6633 unique transcripts) according to the statistical analysis of microarray data before FDR adjustment as described in Section 4.4. In these conditions, the representation of the numbers of regulated transcripts in each comparison showed that 5867 out of the 12,062 transcripts differentially regulated between HFoleic and Ref groups also exhibited a differential expression level between HFepa and HFoleic groups (Figure 1c). 

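Before adjustment, at a p threshold of 0.05, 12,135 genes differed in HFoleic vs. Ref (5594 higher and 6541 lower in the HFoleic group), 6570 in HFepa vs. Ref (2995 higher and 3575 lower in the HFepa group) and 6601 in HFepa vs. HFoleic (3377 higher and 3224 lower in the HFepa group). A p threshold without adjustment admits genes by chance in every comparison. Other groupings of the same arrays, 99 drawn at random and counted with the real one, had a median of 1092 genes for groups the size of HFoleic vs. Ref, 1814 for HFepa vs. Ref and 1774 for HFepa vs. HFoleic. With each array left out in turn, the counts were between 11,028 and 12,489, between 5291 and 7457, and between 4762 and 7882.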

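Of the genes that differed in HFoleic vs. Ref before adjustment, 5839 (48.1%) also differed in HFepa vs. HFoleic in the present values. In 5706 of them the change in HFepa vs. HFoleic went against that in HFoleic vs. Ref, and in 133 it went the same way. The same HFoleic arrays enter both comparisons, with opposite sign. In 100 simulations in which no group changed, the shared number had a median of 383 and was between 23 and 3991. In 100 simulations in which only the HFoleic group changed, it had a median of 11,340 and was between 8041 and 13,360. The number was between 4118 and 7154 with each array left out in turn, and 5882 genes differed before adjustment in both comparisons with the Ref group.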

Measurements of mRNA levels by RT-qPCR were performed on a subset of genes and validated the differential expression between groups (Table 1), notably between HFoleic and HFepa.

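On the microarrays, 8 of the 11 genes of Table 1 differed between the HFepa and HFoleic groups before adjustment, 5 of them higher and 3 lower in the HFepa group. None was called after adjustment over all probes in the reported values, while 8 were below the threshold when adjusted over the list alone. With the slide as a block, Mmp13 (adjusted p = 0.0483) and Timp3 (adjusted p = 0.0417) were called. Dnajb1 had a log2 fold change of 0.27 (adjusted p = 0.159), Plin2 -0.37 (adjusted p = 0.390), Dock8 -0.31 (adjusted p = 0.476) and the brightest Nupl2 probe -0.16 (adjusted p = 0.195). Without HFoleic mouse 1, the number of calls for these genes over the 3 comparisons rose from 9 to 14.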

The exploration using GSEA of regulated processes and reactions showed that the obesogenic diet induced in HFoleic group a depletion in electron transport chain (ETC), oxidative phosphorylation genes, and enrichment in genes related to inflammation, cholesterol synthesis, extracellular matrix remodeling, and eicosanoid metabolism as compared to the Ref group (Figure 3a). 

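Sets of genes were tested with camera, the set test of limma, with its preset correlation between genes of 0.01, on the brightest probe of each gene. The 21 sets were lists written by hand before the values were read, and the p values were adjusted over these sets and the 3 comparisons. In HFoleic vs. Ref, 14 of 21 sets had an adjusted p below 0.05. With fry, another set test of limma, 11 did, and with a correlation estimated from the data 0 of 21 did in each comparison. The set of nuclear-encoded oxidative phosphorylation genes, 82 genes, fell by a mean of 0.12 in log2 (camera adjusted p = 3.57e-04, fry adjusted p = 0.103). Its genes vary together, with an estimated correlation of 0.56, and 40 of 100 groupings of these arrays gave as small a p. The 19 genes of cholesterol biosynthesis rose by a mean of 0.55 (camera adjusted p = 6.09e-07, fry adjusted p = 0.0046), as small a p as in 7 of 100 groupings. The 20 genes of cytokines and inflammatory response rose by 0.21 (camera adjusted p = 0.0215, fry adjusted p = 0.00763), but not past the threshold after median centring (camera adjusted p = 0.125, from 0.00511 over the processing alternatives) or without Ref mouse 7 (0.0591), and 14 of 100 groupings gave as small a p. The 160 genes of chemokine signaling rose by 0.21 (camera adjusted p = 0.00457, fry adjusted p = 0.00763), and only the real grouping among 100 gave as small a p. Among the genes of the extracellular matrix, the 40 collagens rose by 0.45 (camera adjusted p = 1.37e-04, fry adjusted p = 0.0046). The 21 genes of the matrix metalloproteinase set, which also holds Bsg and Timp1 to Timp4, rose by 0.46 (camera adjusted p = 0.00723, fry adjusted p = 0.00517). As small a p was found in 7 and 2 of 100 groupings of these arrays. For the 36 genes of eicosanoid metabolism the mean was 0.15 and the median -0.05 (camera adjusted p = 0.127, fry adjusted p = 0.0587), with as small a p in 27 of 100 groupings.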

Some genes from some of these pathways were selected for RT-qPCR validation analyses, such as *Stat3*, *Foxo3* (inflammation), and *Mmp13* (matrix remodeling).

In the HFepa group, the obesogenic diet also repressed gene sets related to ETC, oxidative phosphorylation, but increased the expression of gene sets involved in the PI3K-AKT-mTOR-signaling pathway, in addition to some sets related to inflammation compared to the Ref group (Figure 3b).

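In HFepa vs. Ref, 12 of the 21 sets had a camera adjusted p below 0.05 and 2 had a fry adjusted p below 0.05, those of chemokine signaling and of cytokines. The oxidative phosphorylation genes fell by a mean of 0.10 in log2, with 74 of 82 genes lower in the HFepa group (camera adjusted p = 8.56e-06, fry adjusted p = 0.156), and 28 of 100 groupings of these arrays gave as small a p. The 54 core components of the PI3K-AKT-mTOR pathway had a mean of -0.03 and a median of -0.05, with 22 higher and 32 lower (camera adjusted p = 0.676, fry adjusted p = 0.452). Of these genes, 1 was called higher and 2 lower, and 3 when adjusted over the list alone. Chemokine signaling rose by 0.10 (camera adjusted p = 0.00171, fry adjusted p = 0.0456), and the genes of cytokines and inflammatory response by 0.13 (camera adjusted p = 0.0146, fry adjusted p = 0.0456), with as small a p in 5 and 9 of 100 groupings. The second was not past the threshold after median centring (camera adjusted p = 0.0559, from 0.00381 over the processing alternatives) or without Ref mouse 7 (0.0644).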

The numbers of genes related to the sets exhibiting a significant enrichment in both HFepa and HFoleic groups compared to the Ref group was clearly lower in the HFepa group (Figure 1c). 

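For sets with a camera adjusted p below 0.05 in both HF groups, the genes called after adjustment over all probes were counted in each. In cholesterol biosynthesis, 13 genes were called higher in the HFoleic group (14 when adjusted over the list alone) and 1 in the HFepa group (2 when adjusted over the list alone). In chemokine signaling, 55 were called higher and 16 lower in the HFoleic group (81 when adjusted over the list alone), and 5 higher and 1 lower in the HFepa group (7 when adjusted over the list alone). Among the collagens, 16 were called higher and 2 lower in the HFoleic group (20 when adjusted over the list alone). In the HFepa group 1 was called higher and none lower (14 when adjusted over the list alone). The adjusted p of a gene depends on all probes of its comparison, so fewer calls do not give the size of the change; the mean change of the collagens was 0.45 and 0.23.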

GSEA identified significant changes between the HFepa and HFoleic groups (a complete list of differential processes and reactions is provided in Supplementary Table S1). Depletion in genes related to eicosanoid metabolism, chemokine signaling, macrophage markers, and cholesterol synthesis were observed in the HFepa group compared to the HFoleic group (Figure 3c). 

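In HFepa vs. HFoleic, 13 of 21 sets had a camera adjusted p below 0.05, 4 with fry. Cholesterol biosynthesis fell by a mean of 0.38 in log2, with 18 of 19 genes lower in the HFepa group (camera adjusted p = 1.52e-09, fry adjusted p = 0.0136), and only the real grouping among 100 gave as small a p. No gene of this set was called over all probes in the reported values, 13 were lower before adjustment and 13 when adjusted over the list alone. The 10 macrophage markers fell by a mean of 0.46, with 8 lower (camera adjusted p = 0.00718, fry adjusted p = 0.115). The chemokine signaling set fell by a mean of 0.11 and a median of 0.03, with 69 genes higher and 91 lower (camera adjusted p = 0.0683, fry adjusted p = 0.228), while after median centring its camera adjusted p was 0.00707, in a range up to 0.128 over the processing alternatives. Its 42 chemokines and chemokine receptors fell by a mean of 0.23 (camera adjusted p = 0.00819, fry adjusted p = 0.089). Eicosanoid metabolism fell by a mean of 0.16, with 16 genes higher and 20 lower (camera adjusted p = 0.0478, fry adjusted p = 0.0646), and over the processing alternatives its camera adjusted p was between 0.0296 and 0.0723. Of the sets named here, only cholesterol biosynthesis had as small a p in fewer than 15 of the 100 groupings.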

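Leptin mRNA (Lep, NM_008493, chromosome 6, 29020910 to 29020969) was 9.15 ± 0.36 (SD, n = 8) in log2 intensity in the HFepa group and 9.58 ± 0.41 (SD, n = 6) in the HFoleic group. The log2 fold change was -0.43 (standard error 0.19), with an unadjusted p of 0.0336 and an adjusted p of 0.205. It was lower than the HFoleic mean in 7 of 8 HFepa mice. HFoleic mouse 1 was at 8.76 and the other 5 HFoleic mice were between 9.65 and 9.86, and without it the log2 fold change was -0.596 with an adjusted p of 0.0491, in a range up to 0.394 with each mouse left out. Irs2 (NM_001081212, chromosome 8, 11004490 to 11004549) was 13.09 ± 0.43 (SD, n = 8) in the HFepa group and 12.46 ± 0.38 (SD, n = 6) in the HFoleic group. Its log2 fold change was 0.63 (standard error 0.18, adjusted p = 0.120), and all 8 HFepa mice were above the HFoleic mean. Without HFoleic mouse 1 its adjusted p was 0.0343, and without HFepa mouse 1 it was 0.0284, in a range up to 0.307 with each mouse left out.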

Trends were also observed for a differential regulation of the adipogenesis process (not shown), involving notably mRNA encoding leptin and Irs2, which exhibited a differential expression between the HFoleic and HFepa groups (Table 1).

A representation of the expression ratio between HFepa and HFoleic groups on the Chemokine signaling pathway showed an overexpression of *Akt* and *Pi3k* genes, and a downregulation of *Foxo* and *Gsk3* beta genes in the HFepa group (Supplementary Figure S1). 

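On the microarrays, the genes of the catalytic PI3K subunits did not move together in HFepa vs. HFoleic. Pik3ca (chromosome 3, 32364747 to 32364806) and Pik3cb (chromosome 9, 98939114 to 98939173) were higher in the HFepa group, with log2 fold changes of 0.38 (standard error 0.17) and 0.21 (standard error 0.14). Pik3cd (chromosome 4, 149023282 to 149023341) and Pik3cg (chromosome 12, 32860765 to 32860824) were lower, with -0.48 (standard error 0.20) and -0.46 (standard error 0.17). Their adjusted p values were 0.209, 0.403, 0.192 and 0.150. That of Pik3ca was 0.0392 with the slide as a block, and those of Pik3cd and Pik3cg were 0.0346 and 0.0271 without HFepa mouse 1, while with other arrays left out these 3 went up to 0.369, 0.389 and 0.336. Over the 54 core components of the pathway in HFepa vs. HFoleic, 37 were higher and 17 lower (mean log2 fold change 0.08, camera adjusted p = 0.0299, fry adjusted p = 0.0587).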

The lower expression of *Foxo3* gene in HFepa group compared to both HFoleic and Ref groups was confirmed by RT-qPCR analysis (Table 1).

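The microarrays carry 3 tested probes for Foxo3. The brightest (ENSMUST00000105502, chromosome 10, 41901997 to 41902056) was 9.06 ± 0.11 (SD, n = 6) in the Ref group, 9.15 ± 0.12 (SD, n = 6) in the HFoleic group and 9.22 ± 0.17 (SD, n = 8) in the HFepa group. Its log2 fold change was 0.07 in HFepa vs. HFoleic (standard error 0.08, adjusted p = 0.672) and 0.16 in HFepa vs. Ref (standard error 0.08, adjusted p = 0.241), both within the spread between mice. The dimmest Foxo3 probe, with a mean of 5.79 over all arrays, had -0.22 in HFepa vs. HFoleic (standard error 0.07, adjusted p = 0.128) and -0.08 in HFepa vs. Ref (adjusted p = 0.560). The other probe had 0.02 in each. The mean of all probes of the gene had a log2 fold change of -0.05 in HFepa vs. HFoleic.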

As illustrated in Figure 3c, only few pathways were overrepresented in HFepa group compared to HFoleic group. It concerned mRNA processing and G protein-coupled receptors (GPCRs). 

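The mRNA processing set, 167 genes, rose by a mean of 0.07 in log2 in HFepa vs. HFoleic, with 113 genes higher and 54 lower in the HFepa group (camera adjusted p = 0.0014, fry adjusted p = 0.123). After median centring the camera adjusted p was 0.369, from 7.95e-04 over the processing alternatives, and 20 of 100 groupings of these arrays gave as small a p. Compared with the Ref group, the same genes fell by a mean of 0.12 in the HFoleic group (camera adjusted p = 0.00354) and by 0.05 in the HFepa group (camera adjusted p = 0.0531). Among GPCRs, the 23 tested genes of class B, the secretin-like receptors, had a mean of 0.09 in HFepa vs. HFoleic, with 15 higher and 8 lower (camera adjusted p = 0.354, fry adjusted p = 0.196). None of the genes of either set was called in HFepa vs. HFoleic over all probes in the reported values, but with the slide as a block Clk1, Pcf11 and Rbm5 of the first set and Pth1r, Sctr and Vipr2 of the second were below the threshold (adjusted p from 0.0350 to 0.0467), as they were without HFepa mouse 1. With other arrays left out, the adjusted p of these genes went up to 0.312. Before adjustment 50 mRNA processing genes and 8 GPCR genes had a p below 0.05, and adjusted over the list alone 0 and 5 did.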

Many reactions extracted from the GeneTrail’s reactome database, which were depleted in HFepa group, concerned extracellular matrix, and concerned genes such as Mmp13 and Timp3.

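In HFepa vs. HFoleic, the collagens fell by a mean of 0.22 in log2, with 32 of 40 genes lower in the HFepa group (camera adjusted p = 2.98e-04, fry adjusted p = 0.0448). The matrix metalloproteinase set, which also holds Bsg and Timp1 to Timp4, fell by a mean of 0.26, with 15 of 21 genes lower (camera adjusted p = 0.00723, fry adjusted p = 0.0456). As small a p was found in 13 and 23 of 100 groupings of these arrays. Mmp13 (NM_008607, chromosome 9, 7282762 to 7282821) was 5.82 ± 0.44 (SD, n = 8) in the HFepa group and 6.49 ± 0.30 (SD, n = 6) in the HFoleic group, near the lower end of the signal. Its log2 fold change was -0.67 (standard error 0.18, adjusted p = 0.117). Timp3 (NM_011595, chromosome 10, 85812041 to 85812100) was 14.62 ± 0.31 (SD, n = 8) in the HFepa group and 14.06 ± 0.36 (SD, n = 6) in the HFoleic group, and went up with a log2 fold change of 0.56 (standard error 0.15, adjusted p = 0.118), above the HFoleic mean in all 8 mice. With the slide as a block, the adjusted p was 0.0483 for Mmp13 and 0.0417 for Timp3, in ranges up to 0.155 and 0.254 over the unpaired alternatives. Without HFepa mouse 1 it was 0.0271 and 0.0275, and without HFoleic mouse 1 it was 0.0353 and 0.0346, in a range up to 0.307 for both with other mice left out. Compared with the Ref group, Mmp13 rose by 0.86 (adjusted p = 0.00254) and Timp3 fell by 0.74 (adjusted p = 0.00261) in the HFoleic group. In the HFepa group the changes vs. Ref were 0.19 and -0.18 (adjusted p = 0.594 and 0.549).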

The heatmap representation of correlation between expression data related to the genes involved in cholesterol metabolism and chemokine signaling showed a good separation of the animals according to their respective group (Figure 4). 

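Ward clustering of the arrays was repeated on the 19 genes of cholesterol biosynthesis and on the 160 genes of chemokine signaling, with 1 minus the correlation of gene-centred log2 values as the distance. Dividing the tree into 2 clusters gave the same clusters for both lists. The first held all 6 Ref mice, HFoleic mouse 1 and 6 HFepa mice (2, 3, 4, 5, 7 and 8). The second held 5 HFoleic mice (4, 5, 6, 7 and 8) and HFepa mice 1 and 6. With Euclidean distance, HFoleic mouse 7 joined the first cluster for chemokine signaling and no mouse moved for cholesterol biosynthesis.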

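The distance of each HFepa mouse to the mean of the Ref group and to the mean of the HFoleic group was computed on the same lists. For cholesterol biosynthesis, 5 of 8 HFepa mice were closer to the Ref group (exact two-sided sign test, p = 0.727), and 6 of 8 with Euclidean distance (exact sign test, p = 0.289). For chemokine signaling, 6 of 8 were closer to the Ref group (exact sign test, p = 0.289). HFepa mouse 1 was at 1.81 from the Ref mean and 0.27 from the HFoleic mean on the cholesterol list, and HFepa mouse 6 at 1.74 and 0.37. Mouse 7 was at 1.19 and 1.09. On the chemokine list, mice 1 and 6 were at 1.81 and 1.85 from the Ref mean and at 0.28 and 0.28 from the HFoleic mean, while the other 6 were between 0.48 and 0.83 from the Ref mean and between 1.23 and 1.63 from the HFoleic mean.

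**Figure D5:**
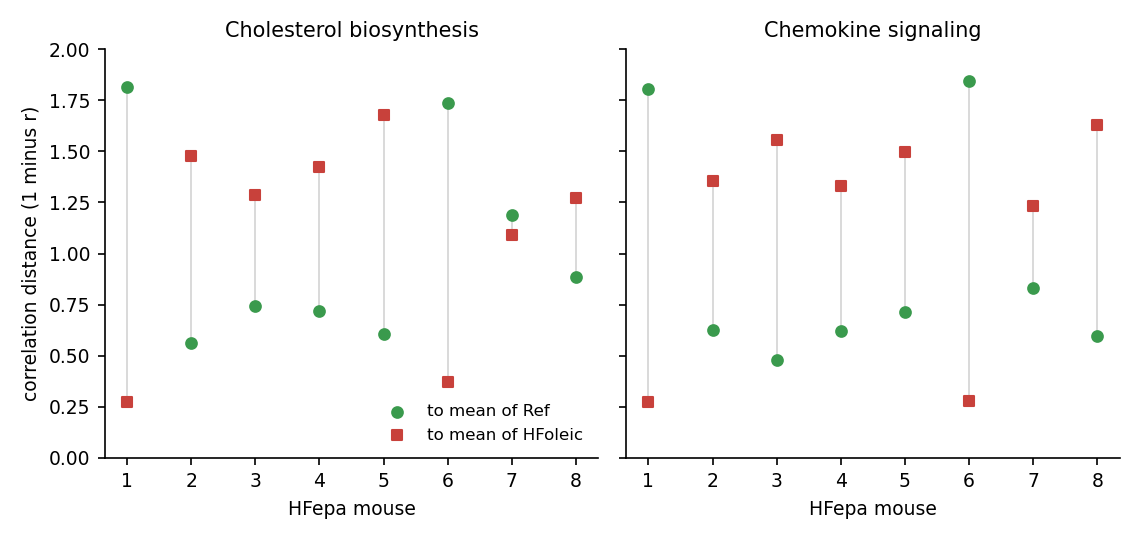
Correlation distance (vertical axis, 1 minus r, no unit) of each HFepa mouse (horizontal axis) to the mean of the Ref group (green points) and of the HFoleic group (red squares), for the genes of cholesterol biosynthesis and of chemokine signaling. Mice 1 and 6 lie nearer to the HFoleic mean in both panels, and mouse 7 in the first panel at 1.19 and 1.09.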

Of note, samples from HFepa group exhibited an expression pattern that was more similar to the Reference group.

### 2.4. Differential Regulation of Mitochondrial Processes in VAT between EPA and Control Lineages

As the obesogenic diet induced an enrichment in several pathways related to mitochondrial function or processes, we further extracted information using the MitoMiner database of mitochondrial targeted genes. We independently used the list of up and down regulated transcripts identified at *p* < 0.05 after FDR correction, for the HFoleic vs. Ref and HFepa vs. Ref comparisons. In agreement with the authors of MitoMiner [27], we extracted the list of genes related to mitochondria with a IMPI score confidence > 0.8. 

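The mitochondrial genes listed in Table S2 were looked up among the present calls, with MitoMiner itself not used here. The paper took these lists from its calls on the same arrays, so finding them again is not independent evidence. Of 383 genes listed as lower in the HFoleic group, 368 were tested and 360 were called lower in HFoleic vs. Ref, none of them called higher. By the brightest probe, from which the medians here are taken, 343 of the 368 were lower, with a median log2 fold change of -0.34. Of 28 genes listed as higher in the HFepa group, all were tested and 22 were called higher in HFepa vs. Ref, with a median of 0.39. Of 42 listed as lower in the HFepa group, 41 were tested and 34 were called lower, with a median of -0.34. By the probe with its smallest p, each listed gene that was tested had a p below 0.05 before adjustment in the listed direction. The list of genes higher in the HFoleic group could be read in part only and was not used here.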

As compared to reference group, we identified 317 up- and 383 down-regulated genes in HFoleic, 28 up- and 42 down-regulated genes in HFepa (Supplementary Table S2). Details about the roles of these genes were obtained by an analysis of the related ontology to identify over represented KEGG pathways (Supplementary Table S3). It showed that the branched chain amino acid (BCAA) degradation pathway was commonly regulated in HFoleic and HFepa groups. 

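The BCAA degradation set, 46 genes, fell by a mean of 0.16 in log2 in HFoleic vs. Ref (camera adjusted p = 0.0394, fry adjusted p = 0.0669) and by 0.10 in HFepa vs. Ref (camera adjusted p = 0.0161, fry adjusted p = 0.156). Of its genes 31 were lower in either comparison. As small a p was found in 34 and 31 of 100 groupings of these arrays. After median centring, the camera adjusted p was 0.375 and 0.0909, the highest over the processing alternatives, which went down to 0.0225 and 0.0111. By their brightest probe, 6 genes were called higher and 23 lower in the HFoleic group (33 when adjusted over the list alone), and 1 higher and 1 lower in the HFepa group (20 when adjusted over the list alone).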

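In HFoleic vs. Ref, 6 of 36 tested genes of fatty acid degradation were called higher and 11 lower (17 when adjusted over the list alone). Their mean log2 fold change was -0.01 (camera adjusted p = 0.978, fry adjusted p = 0.749). Of 30 genes of glycolysis, 10 were called higher and 2 lower (12 when adjusted over the list alone), with a mean of 0.14 (camera adjusted p = 0.0632, fry adjusted p = 0.126). With the slide as a block the camera adjusted p of glycolysis was 0.0338, in a range from 0.025 to 0.172 over the processing alternatives. Of the nuclear-encoded oxidative phosphorylation genes, 2 were called higher and 25 lower, with 71 of 82 lower in all (28 when adjusted over the list alone).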

A strong regulation of genes related to fatty acid oxidation (up or down regulated), glycolysis-related genes and a repression of oxidative phosphorylation pathway in HFoleic group only.

We reported the expression ratio of corresponding genes on the schematic representation of BCAA degradation, glycolysis, and oxidative phosphorylation pathways. Expression ratios of non-mitochondrial related genes (from the list of significantly regulated genes after FDR correction) were also reported. Figure 5 shows the major effect in HFoleic compared to the reference group. By contrast only few genes were affected in HFepa group compared to the reference (Supplementary Figure S2).

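In HFepa vs. Ref, 2 of the genes of fatty acid degradation were called higher and 1 lower (9 when adjusted over the list alone). In glycolysis 2 genes were called lower and none higher (2 when adjusted over the list alone). In oxidative phosphorylation 1 gene was called lower and none higher, 19 were lower before adjustment and 0 when adjusted over the list alone. In HFepa vs. HFoleic none of these genes was called over all probes, with 56 of the 82 oxidative phosphorylation genes higher in the HFepa group (mean log2 fold change 0.02, camera adjusted p = 0.166). Glycolysis had a mean of -0.11 in that comparison, with 20 of 30 genes lower (camera adjusted p = 0.0166, fry adjusted p = 0.118). As small a p was found in 19 of 100 groupings of these arrays. The genes of fatty acid degradation had a mean of -1.8e-04 (camera adjusted p = 0.788).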

### 2.5. Molecular Mediators of Differential Expression in VAT between Groups

Over-representation of known targets of mIR, transcription factors (TF), and TF complexes and families was identified among the lists of regulated transcripts identified at *p* < 0.05 after FDR correction in the HFoleic and HFepa groups compared to Ref group. We observed that 81 miRNA could be ubiquitously involved in the regulation of gene expression in both HF groups, but 34 were specifically over-represented in the comparison of the HFoleic and Ref groups. Furthermore, no TF exhibited a significant enrichment of targets to explain the differential expression values between the HFepa and Ref groups. On the contrary, several TF or complexes were identified as possible regulators of the adaptations in HFoleic group compared to the Ref group. HIF1a, SP1/3, STAT1/3, CEBPA/B, NFKB, and PPARg-RXR complexes exhibited a significant overrepresentation of targeted transcripts with a differential expression between the HFoleic and Ref groups (Table 2).

## 3. Discussion

Permanent modifications in molecular and physiological processes could occur during critical periods of prenatal growth. These changes may have long-term consequences and increase the susceptibility for developing obesity and its related metabolic diseases. It may be due to epigenetic mechanisms affecting gene expression or organ-specific structural and metabolic modifications, but the identification of the interaction of diet with all biological adaptations in the perinatal period is challenging [28]. It was demonstrated in a rodent model that a high intake of n-6 PUFA over four generations enhanced fat mass of the offspring [12]. Protection of offspring from weight gain, oxidative stress, and alteration in FA oxidation was demonstrated in animals with Fat1 overexpression that could increase the bioconversion of n-6 to n-3 PUFA [29]. We previously reported that transgenerational intake of EPA (provided by fish oil rich in EPA) could reduce body fat gain and cardiometabolic risk in offspring from the third generation when fed an obesogenic diet [23]. The current study aimed to investigate the specific transcriptomic adaptations in VAT during the development of obesity in these mice, which were compared to a control lineage that received an isocaloric supplementation with a high-oleic sunflower oil. We have previously reported the limitation of fibrotic, inflammatory, and anti-metabolic processes in the muscle and liver from these animals [23,24]. However, the biological and molecular adaptations induced by transgenerational intake of n-3 PUFA in the AT remained to be explored. Because of its major role in energy storage and as an endocrine organ, dysfunction in AT metabolism and secretory activity are crucial events in the alterations of physiological processes in obese subjects. They involve hypertrophy of adipocytes, increased inflammation, mitochondrial dysfunctions, fibrosis, and angiogenesis within the tissue [30,31,32]. Several lines of evidence have suggested that the intake of n-3 PUFA could protect from obesity and its related metabolic complications through the modification of adipose tissue secretory activity, inflammation, production of n-6 PUFA-derived eicosanoid and n-3 PUFA-derived protectins and resolvins [25,33]. The effects seems to depend on the metabolic status of the subjects and fat depots [34,35]. Visceral fat, which is more prone to immune cell infiltration, was found to be more responsive than subcutaneous fat [36,37], but the long term effects, involving the impact over several generations have never been investigated. Consequently, the current study was designed to identify transcriptomic adaptations in VAT to highlight the mechanisms contributing to the improved response to an obesogenic challenge in mice from the third generation of a lineage supplemented with 1% of n-3 PUFA (mainly EPA) in the diet.

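In the cholesterol biosynthesis list, the 3 genes with the smallest p in HFepa vs. HFoleic were Lss, Sc5d and Hsd17b7. Lss (NM_146006, chromosome 10, 76016592 to 76016651) was 8.95 ± 0.21 (SD, n = 6) in the Ref group, 9.89 ± 0.29 (SD, n = 6) in the HFoleic group and 9.20 ± 0.29 (SD, n = 8) in the HFepa group. Its log2 fold change was 0.94 in HFoleic vs. Ref (standard error 0.15, adjusted p = 4.47e-04) and -0.69 in HFepa vs. HFoleic (standard error 0.14, adjusted p = 0.117). Sc5d (NM_172769, chromosome 9, 42062857 to 42062916) had 0.67 (standard error 0.10, adjusted p = 3.20e-04) and -0.37 (standard error 0.09, adjusted p = 0.117), with HFepa mouse 3 at 12.12 and the other HFepa mice at 12.48 or more. Hsd17b7 (NM_010476, chromosome 1, 171882591 to 171882650) had 0.78 (standard error 0.10, adjusted p = 2.01e-04) and -0.37 (standard error 0.09, adjusted p = 0.117), with HFoleic mouse 1 at 9.71 and the other HFoleic mice at 10.18 or more. All 8 HFepa mice were below the HFoleic mean for each of the 3 genes. In HFepa vs. HFoleic each passed the threshold with the slide as a block (adjusted p = 0.0268 for Lss and Sc5d and 0.0425 for Hsd17b7), and also without HFoleic mouse 1 or without HFepa mouse 1. Over the other unpaired alternatives the adjusted p went up to 0.146, 0.148 and 0.155, and with each array left out in turn up to 0.307 for each gene.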

We observed that transgenerational supplementation with EPA alleviated the obesogenic diet-induced disturbances in VAT lipid metabolism as it reduced the expression level of genes of the activation of cholesterol biosynthesis pathway. Some of the effects mediated by n-3 PUFA were proposed to be mediated by modifications at the level of adipokines expression/production. Our results are consistent with a differential expression of leptin induced by EPA intake. Leptin gene expression was significantly increased in the two lineages compared to Ref group (*p* ≤ 0.05 after FDR correction), but with a trend for a lower expression in HFepa compared to HFoleic group (*p* < 0.05 before FDR correction). 

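The log2 intensity of Lep was 8.46 ± 0.34 (SD, n = 6) in the Ref group. The log2 fold change was 1.13 in HFoleic vs. Ref (standard error 0.20, adjusted p = 7.42e-04) and 0.69 in HFepa vs. Ref (standard error 0.19, adjusted p = 0.0552), with all mice of both HF groups above the Ref mean. In HFepa vs. Ref the adjusted p was between 0.0518 and 0.0788 under the unpaired alternatives that keep all mice, and it was 0.0258 without HFoleic mouse 1, 0.024 without Ref mouse 7 and 0.0193 without HFepa mouse 3, in a range up to 0.132 with other mice left out.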

No alteration of adiponectin gene expression was detected, although the expression of its receptors Adipor1 and Adipor2 was more reduced in obese mice from the HFoleic compared to the HFepa group. 

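Adipoq (NM_009605, chromosome 16, 23157576 to 23157635) was 18.13 ± 0.09 (SD, n = 6) in the Ref group, 18.10 ± 0.12 (SD, n = 6) in the HFoleic group and 18.06 ± 0.15 (SD, n = 8) in the HFepa group. Its differences were below the spread between mice (adjusted p of 0.615 or more in each comparison). On the processed signal it was called in HFoleic vs. Ref with a log2 fold change of -0.295, and over all alternatives that keep the mice unpaired the adjusted p of that comparison was between 0.0364 and 0.932. Adipor1 (NM_001306069, chromosome 1, 136328244 to 136328303) was 13.01 ± 0.06 (SD, n = 6) in the Ref group, with mouse 6 at 12.88 and the others at 13.01 or more. Its log2 fold change was -0.28 in HFoleic vs. Ref (standard error 0.07, adjusted p = 0.00328) and -0.14 in HFepa vs. Ref (standard error 0.06, adjusted p = 0.211). Adipor2 (NM_197985, chromosome 6, 119303222 to 119303281) was 17.19 ± 0.11 (SD, n = 6) in the Ref group, with -0.53 in HFoleic vs. Ref (standard error 0.14, adjusted p = 0.00668) and -0.31 in HFepa vs. Ref (standard error 0.13, adjusted p = 0.169). In the direct comparison, HFepa vs. HFoleic, the log2 fold change was 0.15 for Adipor1 (adjusted p = 0.188) and 0.21 for Adipor2 (adjusted p = 0.356), with 7 of 8 HFepa mice above the HFoleic mean for each.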

Our observations further support the hypotheses linking n-3 PUFA to the improvement in circulating leptin to adiponectin ratio [38].

Metabolic disorders induced by obesity were closely related to mitochondrial abnormalities such as an impairment in oxidative capacities and increased ROS production (see [39] for a recent review). Therefore, we performed a specific exploration of variation in mitochondria-related genes and observed that the obesogenic diet had a major impact on these genes. Despite a significant regulation in both the HFepa and HFoleic groups compared to the reference group, the impact of the obesogenic diet was markedly reduced in mice from the n-3 PUFA lineage (HFepa). The ontological analysis of the regulated genes showed that less pathways were represented and down-regulated in HFepa compared to the HFoleic group. It concerned the degradation of carbohydrates and fatty acids, but also the metabolism of amino acids. It was previously demonstrated that a high-fat diet with n-3 PUFA could increase energy expenditure in UCP1-deficient mice and be protective against obesity by increasing energy dissipation [40,41]. We also confirmed this effect in F3 mice from the EPA lineage receiving an obesogenic diet but no n-3 PUFA [23]. Almost all proteins involved in the BCAA degradation exhibited a significant regulation of their gene expression level in AT from HFoleic animals; although, only three were regulated in HFepa compared to Ref group. It has been found that perturbation of BCAA catabolism in the AT could lead to an increase in the circulating level of these amino acids, contributing to the development of insulin resistance [42]. 

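Counting a gene of the BCAA degradation list when any of its probes was called, 9 of 46 were higher in HFoleic vs. Ref (Abat, Acaa1a, Aldh1b1, Aldh3a2, Aldh9a1, Bcat1, Hadhb, Il4i1 and Oxct1) and 24 were lower. In HFepa vs. Ref, Abat was higher and 4 genes were lower (Aldh2, Ivd, Mccc1 and Mccc2), with 5 higher and 20 lower before adjustment. For Abat, Bcat1 and Aldh2, Ref mouse 5 lay apart from the other Ref mice. In HFepa vs. HFoleic none was called, with 12 higher and 6 lower before adjustment.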

Further studies are necessary to decipher how the metabolism of BCAA is affected in AT as both up and down regulation of genes from this pathway were observed in mice from the control lineage receiving the obesogenic diet compared to reference group fed with a normocaloric diet.

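Compared with the Ref group, in which Irs2 was 13.45 ± 0.17 (SD, n = 6), the log2 fold change of Irs2 was -0.99 in the HFoleic group (standard error 0.19, adjusted p = 0.00127) and -0.36 in the HFepa group (standard error 0.18, adjusted p = 0.270). All 6 HFoleic mice and 5 of 8 HFepa mice were below the Ref mean.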

In direct line with their improvement of insulin resistance [23], HF-fed mice from the n-3 PUFA lineage exhibited a lowered alteration of mitochondrial-related processes and an increased expression of Irs2 in the AT compared to mice from the control lineage. Our previous study led to the hypothesis that a fine-tuning of IRS protein expression in the liver could contribute to the preservation of metabolic homeostasis, notably the regulation of hepatic glucose production in mice after EPA intake [24]. The present study further supports this hypothesis.

A major difference in transcriptomic adaptations between the EPA and control lineage concerned inflammation. N-3 PUFAs were described as reducing inflammatory events such as macrophage infiltration in the AT in both human and rodent models [21,35]. Such a beneficial effect was already observed in humans receiving long chain n-3 PUFA [43]. 

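Gsk3b has 4 tested probes on the microarrays, which did not move together in HFepa vs. HFoleic. The brightest (NM_019827, chromosome 16, 38241177 to 38241236) was 12.81 ± 0.20 (SD, n = 8) in the HFepa group and 12.83 ± 0.12 (SD, n = 6) in the HFoleic group, with a log2 fold change of -0.02 (adjusted p = 0.917). The sign of so small a value changed when single mice were left out, for example to 0.02 without HFepa mouse 8. The other Gsk3b probes had -0.32 (standard error 0.12, adjusted p = 0.146), -0.08 (adjusted p = 0.610) and 0.18 (adjusted p = 0.348).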

We also reported a decrease in the expression of *Foxo3* and *Gsk3beta* in the HFepa compared to the HFoleic group. We further showed using RT-qPCR, a significant down-regulation of Foxo3 expression in the HFepa group compared to the reference group. On the contrary *Akt1*, *Akt2*, and *Stat3* mRNA levels exhibited a reduced expression in HFepa compared to the HFoleic group. 

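In HFepa vs. HFoleic, Stat3 (NM_213659, chromosome 11, 100749598 to 100749657) was 13.21 ± 0.26 (SD, n = 8) in the HFepa group and 12.92 ± 0.13 (SD, n = 6) in the HFoleic group, a log2 fold change of 0.29 (standard error 0.12, adjusted p = 0.183), above the HFoleic mean in 7 of 8 HFepa mice. Akt2 (NM_001110208, chromosome 7, 28424405 to 28424464) was 14.37 ± 0.25 (SD, n = 8) and 14.12 ± 0.21 (SD, n = 6), a log2 fold change of 0.25 (standard error 0.11, adjusted p = 0.209). The brightest of 3 probes for Akt1 (NM_009652, chromosome 12, 113892079 to 113892138) was 12.86 ± 0.13 (SD, n = 8) and 12.86 ± 0.06 (SD, n = 6), with an adjusted p of 0.991, and the others had log2 fold changes of 0.04 and 0.36 (adjusted p = 0.820 and 0.151). Among Ref mice, mouse 5 was apart for Akt1 at 12.98. Compared with the Ref group, Stat3 had -0.50 in the HFoleic group (adjusted p = 0.00617) and -0.21 in the HFepa group (adjusted p = 0.334). Akt2 had -0.36 (adjusted p = 0.0231, with a range of 0.012 to 0.0791 over the unpaired alternatives) and -0.12 (adjusted p = 0.588).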

Foxo3 is one of the downstream effectors of chemokine signaling, and it could then be with NFKB, a key regulator of the nutrient-induced adaptation of gene expression. Hence, a specific enrichment in NFKB target genes was observed when HFoleic was compared to the reference/control group. The differential regulation of *Akt* and *Gsk3beta* between these two groups could be a key event in the metabolic adaption in VAT under an obesogenic environment, as it has been previously found that overexpression or increased activity of GSK3b protein was involved in insulin resistance and type 2 diabetes [44,45]. The adaptations in AT activity and inflammation with obesity are closely related to changes in the proportion of adipocytes, immune cells, endothelial cells, and stem cells which all possess specific biological roles [46,47]. We then compared the proportion of the different cell-types between the different groups and observed that it could not account for the differences in transcriptomic adaptations between the lineages. The observation of the lowered activation of inflammation was similar to observations in previous animal studies [21,22] where this effect was found to be independent of a reduction in fat mass. N-3 PUFAs could modulate AT response by inhibiting immune cells infiltration or activation, an interaction with PPAR transcription factors [48], or a direct effect on AT function [21]. The absence of apparent difference in the proportion of the different cell types in the VAT samples estimated from our transcriptomic study, argues in favor of a differential activation status. More recently, increased tissue accumulation of n-3 PUFA using the Fat1 overexpression model led to the prevention of weight gain during a high-fat diet which has been associated with specific persistent adaptations of the microbiota [49]; but unfortunately, we did not explore the variation in gut microbiota in our study.

## 4. Materials and Methods

### 4.1. Dietary Intervention and Sample Collection

The present study was approved by the Animal Care and Use Committee of Auvergne (CEMEA Auvergne) and the Ministère de l’Enseignement Supérieur et de la Recherche (01276.01). C57bl/6J mice were bred for 3 generations and housed in the animal facility the INRAE research center of Theix (Saint-Genes Champanelle, France) with a growing diet (A03 diet from Safe diets, Augy, France) supplemented with 1% (w:w) of fish oil (Omegavie® EPA, 70 TG, Polaris, Quimper, France) containing 75% of n-3 PUFA (omega 3 lineage), mainly in the form of EPA which represented 8% of the fatty acids in the final diet or 1% (w:w) of high-oleic sunflower oil (control lineage) containing 83.5% of oleic acid (Lesieur, Coudekerque Branche, France) as a control condition. The supplementation of the control group with 1% of sunflower oil aimed at matched the caloric supplementation related to the addition of fish oil in the omega 3 lineage. The details of the breeding strategy and lipid composition of the diets were described previously [23] and are summarized in Figure 6. Eight F3 male mice from oleic/control (HFoleic) and EPA/omega 3 (HFepa) lineages were matched for body weight (*n* = 8 per group) and fed a high-fat, high-sucrose diet (HFD, 24% of fat, 20% of sucrose) providing 45% of energy from fat (RD 12,451 from Research diet, Brogaarden Gentofte, Denmark) for 17 weeks. These animals constituted the HFoleic and HFepa groups, respectively. A reference group of F3 male mice (*n* = 8) from the control lineage was fed with a low-fat reference diet (Ref) providing 10% of energy from fat (RD 12450H from Research diet) during the challenge as a reference group. Animals were maintained under a temperature-controlled environment and 12 h–12 h light-dark cycle throughout the study. All the procedures were followed to reduce the number and manipulation of the animals in the study.

At the end of the feeding period, during the fasting period, the animals were sacrificed under anesthesia with 4% isoflurane. Visceral adipose tissue (VAT) from the epididymal area was harvested, snap-frozen in liquid nitrogen, and stored at −80 °C until use. Total RNA was extracted using TRIzol^®^ reagent (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Each total RNA sample was assessed for quantification and integrity using the Agilent Bioanalyzer (Agilent, Santa Clara, CA USA). Only RNA samples exhibiting a RIN index > 6.5 were used in the current study (Ref, *n* = 6; HFoleic, *n* = 6; HFepa, *n* = 8) for microarray experiments.

### 4.2. Transcriptomic Analysis

Gene expression profiles were performed at the GeT-TRiX facility (GénoToul, Génopole Toulouse Midi-Pyrénées) using Agilent Sureprint G3 Mouse GE v2 microarrays (8 × 60 K, design 074809) following the manufacturer’s instructions. For each sample, Cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng of total RNA using the One-Color Quick Amp Labeling kit (Agilent Technologies) according to the manufacturer’s instructions, followed by Agencourt RNAClean XP (Agencourt Bioscience Corporation, Beverly, Massachusetts). Dye incorporation and cRNA yield were checked using Dropsense™96 UV/VIS droplet reader (Trinean NV, Gent, Belgium). 600 ng of Cy3-labelled cRNA were hybridized on the microarray slides following the manufacturer’s instructions. Immediately after washing, the slides were scanned on Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software and fluorescence signal extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters. Microarray data and experimental details are available in NCBI’s Gene Expression Omnibus [50] and are accessible through GEO Series accession number GSE176356.

### 4.3. RT-q PCR Validation of Gene Expression Change

Total RNA was extracted from VAT muscle using TRIzol^®^ reagent Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Each total RNA sample was assessed for quantification and integrity using the Agilent Bioanalyzer (Agilent, Santa Clara, CA, USA). cDNAs were synthesized from 2 µg of total RNA using the High-Capacity cDNA Reverse Transcription Kit from Applied Biosystem (Thermo Fisher Scientific, Waltham, MA, USA). The products of reverse transcription were used for Quantitative Real Time Polymerase Chain Reaction (qRT-PCR) using specific primers and Rotor-Gene SYBR Green PCR master mix on a Rotor-Gene Q system (Qiagen, Courtaboeuf, France). Messenger RNA (mRNA) quantification was assayed using the ddCT method using hprt as internal housekeeping gene. Primer sequences and PCR conditions are available upon request ().

### 4.4. Statistics

Microarray data were analyzed using R [51] and Bioconductor packages (www.bioconductor.org, v 3.6, accessed on September 2018, [52]). Raw data (median signal intensity) were filtered, and log2 transformed and normalized using quantile method [53]. A model was fitted using the limma lmFit function [54]. Pair-wise comparisons between biological conditions were applied using specific contrasts and a correction for multiple testing using Benjamini–Hochberg procedure [55] to control the False Discovery Rate (FDR). Probes with FDR-adjusted *p* < 0.05 were considered to be differentially expressed between conditions, excepted when GSEA was used. In order to verify the classification group (condition) of our samples, we performed a partial least squares regression–discriminant analysis (PLS-DA). PLS-DA was performed from differentially expressed genes and miRNA using Mixomics in R [56]. In addition, hierarchical clustering of samples and gene expression data was performed using Euclidean distance and Ward’s method using R-Bioconductor libraries.

RT-qPCR data were analyzed using pairwise t-tests and a significance threshold fixed at *p* < 0.05.

### 4.5. Characterization of Cell-Type Abundance

Cibersort [26] was used to characterize the heterogeneity in VAT cellular populations according to a previously identified signature [57].

### 4.6. Biological Pathway Analyses

Molecular signatures in gene lists were explored using GeneTrail2 [58] and GSEA to identify significant enrichment in biological pathways, processes. The identification of potential transcription factors (TF), and TF families or complexes involved in gene expression changes was performed using an over-representation analysis in GeneTrail2 following the default statistical recommendations.

The CIBERSORT software was used to calculate the abundance of the different cell-types composing adipose tissue based on the dataset establish by Lenz et al. [26,57]. The identification of genes related to mitochondria was performed using the MitoMiner online database [27]. Analysis of gene ontology of mitochondria targeted genes was performed using the David database [59,60]. Significant regulations were mapped on pathways according to the KEGG (Kyoto Encyclopedia of Genes and Genomes) database using the Pathview package [61] from Bioconductor implemented in R.

## 5. Conclusions

The present study identified a differential adaptation of the VAT transcriptome, which could contribute to a better metabolic response in mice deriving from a lineage receiving supplementation with n-3 PUFA under an obesogenic stress. Supplementation of three generations of mice with 1% of fish oil containing 75% of EPA induced an improvement in inflammation, the use of the different energetic substrates and mitochondrial functions, lipid homeostasis, and insulin response in the offspring exposed to an obesogenic diet.

## Figures and Tables

**Figure 1:**
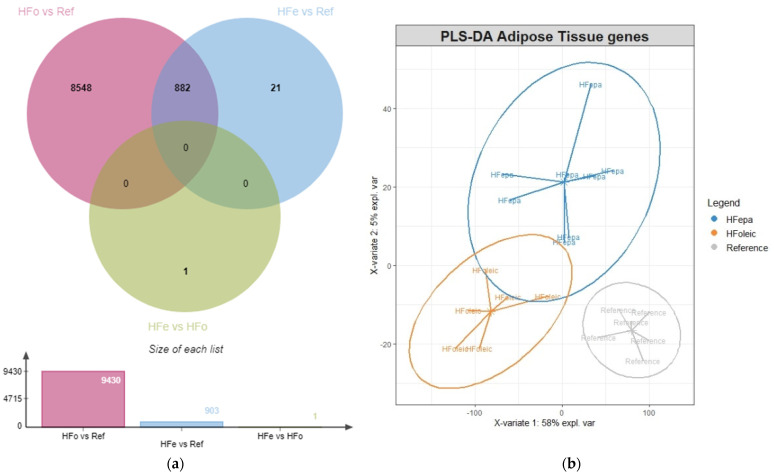

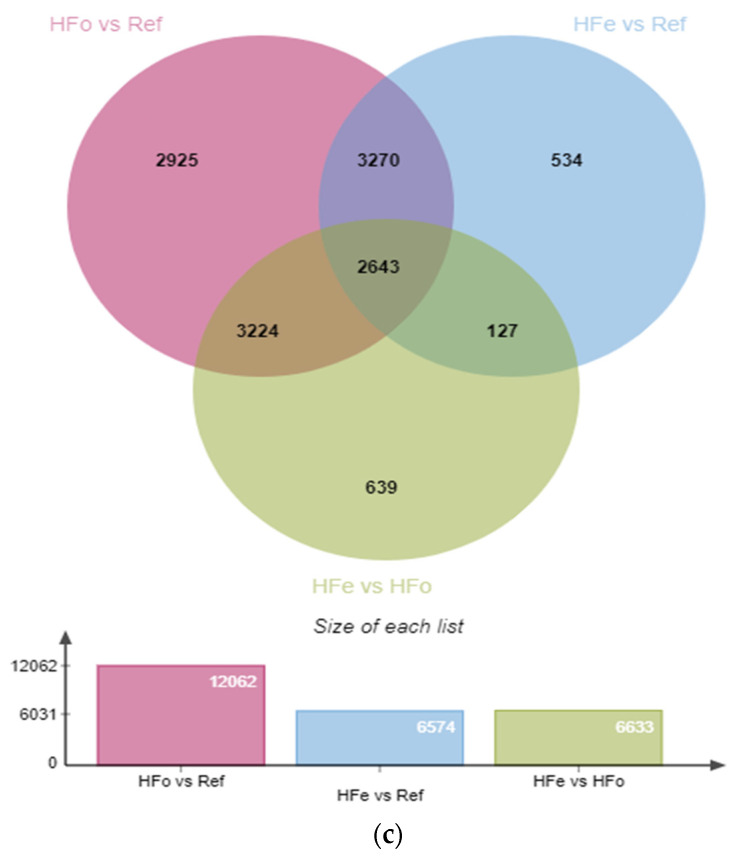
Modulation of gene expression adaptation during an obesogenic diet following transgenerational intake of EPA. (**a**) Venn diagram illustrating the genes differentially expressed in each comparison (significantly identified mRNA with *p* < 0.05 after FDR correction for multiple testing). (**b**) PLS-DA plot of mRNA expression levels of significantly regulated transcripts (*p* < 0.05 after correction for multiple testing). (**c**) Venn diagram illustrating the genes differentially expressed in each comparison (significantly identified mRNA with *p* < 0.05 before FDR correction for multiple testing). HFoleic (or HFo), mice from oleic/control lineage fed with the obesogenic diet; HFepa (or HFe), mice from EPA/omega 3 lineage fed with the obesogenic diet; Reference (or ref), mice from oleic/control lineage fed with the normocaloric diet.

**Figure 2:**
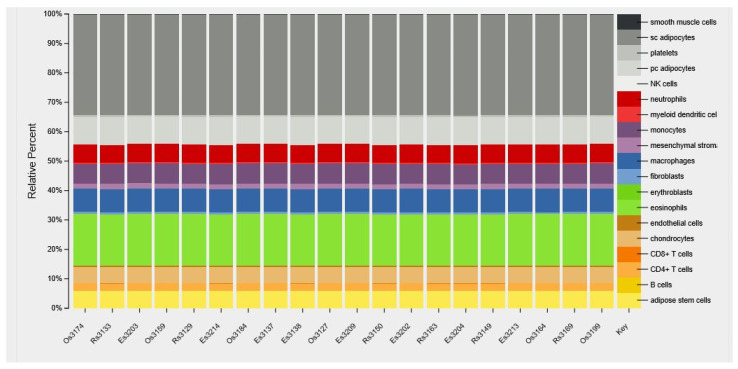
Cell-type heterogeneity in the different adipose tissue samples. CIBERSORT was used for the measurement of cell-type proportions from adipose-tissue microarray samples. Sample numbers starting with O, E, and R are from HFoleic, HFepa, and Reference groups, respectively. HFoleic, mice from oleic/control lineage fed with the obesogenic diet; HFepa, mice from EPA/omega 3 lineage fed with the obesogenic diet; Reference, mice from oleic/control lineage fed with the normocaloric diet.

**Figure 3:**
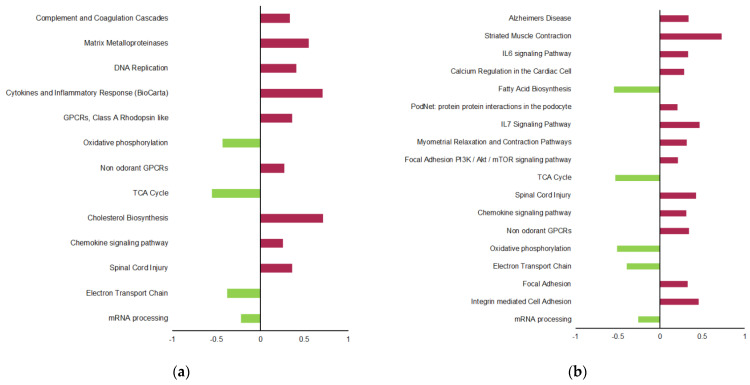

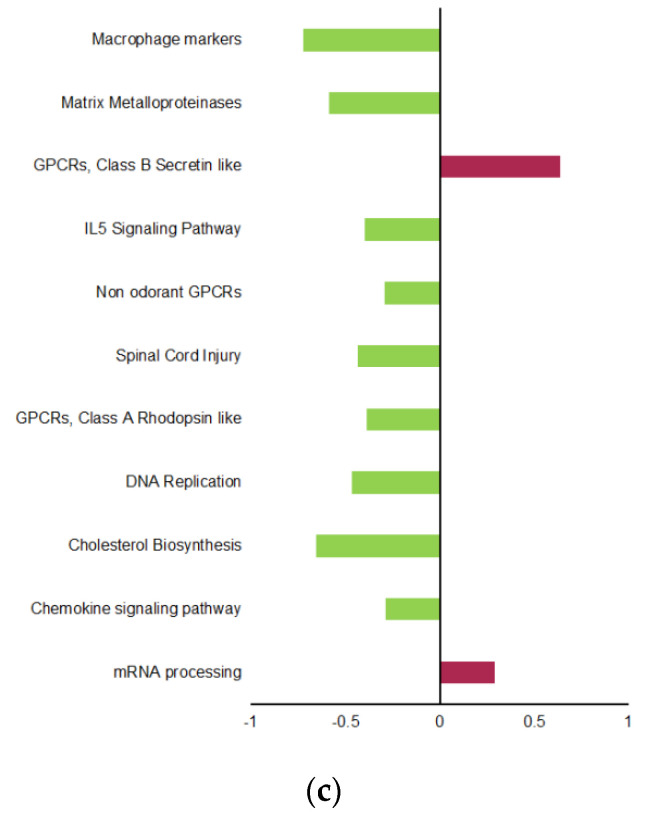
Regulation of pathways in VAT according to Gene Set Enrichment Analysis in the different pairwise comparisons and the WIKI database. Left panel illustrates significantly regulated pathways in HFoleic group compared to the Reference (**a**). Central panel illustrates significantly regulated pathways in HFepa group compared to the Reference (**b**). Right panel illustrates significantly regulated pathways in HFoleic group compared to HFepa (**c**). Red color means overrepresentation, green color means lower representation in HFoleic (compared to Ref in (**a**), compared to HFoleic in (**c**)) or HFepa (compared to Ref in (**b**)). HFoleic, mice from oleic/control lineage fed with the obesogenic diet; HFepa, mice from EPA/omega 3 lineage fed with the obesogenic diet; Reference, mice from oleic/control lineage fed with the normocaloric diet.

**Figure 4:**
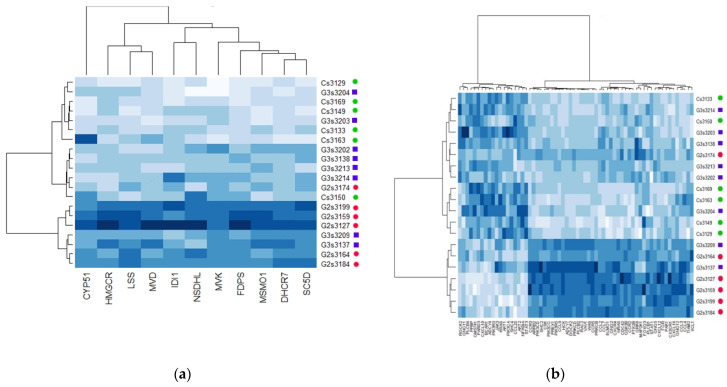
Heatmap displaying the expression level of genes related to cholesterol synthesis (**a**) and chemokine signaling (**b**) in VAT of the 3 groups of mice. Samples from Ref, HFoleic, and HFepa groups are illustrated with green circles, red circles and blue squares, respectively. Heatmap were generated using the correlation-based distance calculation and the ward method as clustering criteria. The magnitude of expression level is represented from white (low) to clear blue (intermediate) and dark blue (high). HFoleic, mice from oleic/control lineage fed with the obesogenic diet; HFepa, mice from EPA/omega 3 lineage fed with the obesogenic diet; Ref, mice from oleic/control lineage fed with the normocaloric diet.

**Figure 5:**
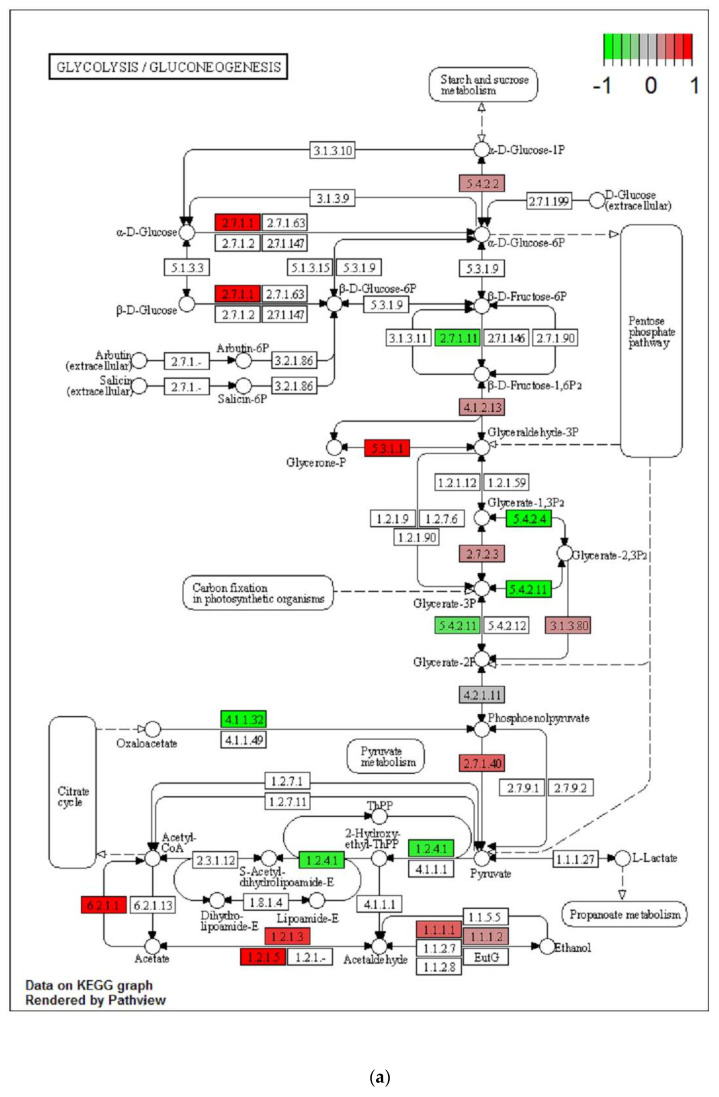

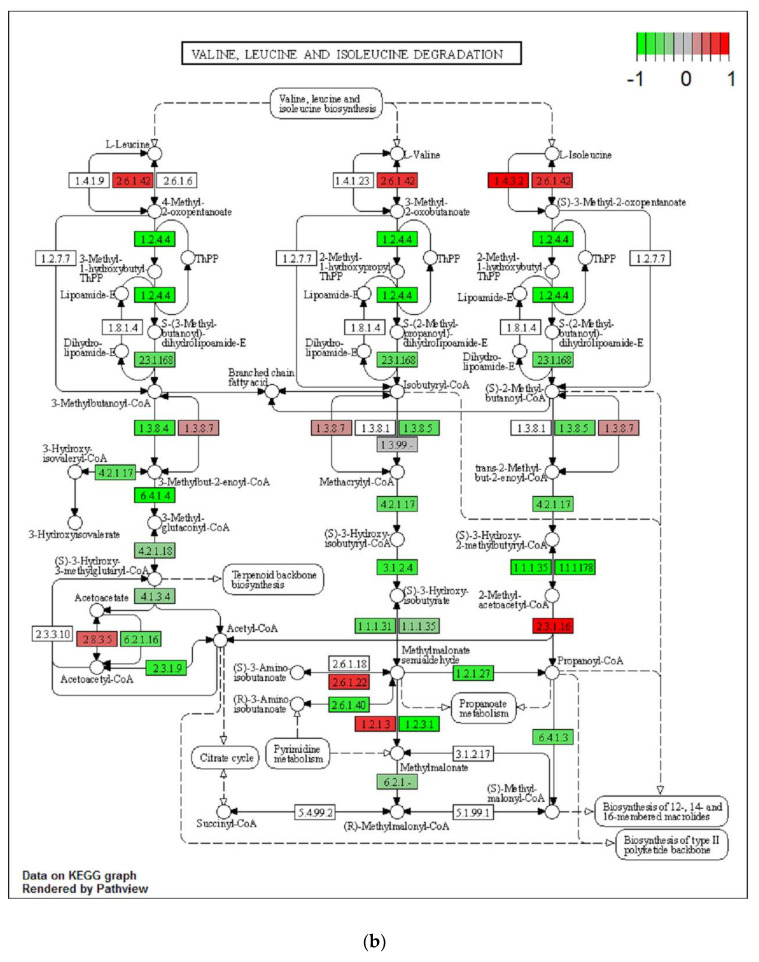

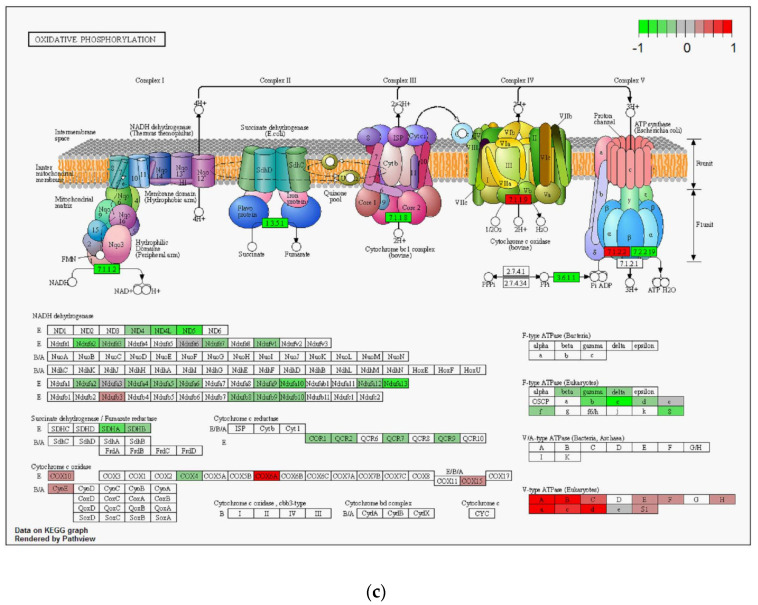
Regulation of genes related to glycolysis/neoglucogenesis (**a**), branched chain amino acid metabolism (**b**) and mitochondria (**c**) in HFoleic group compared to reference group. Down- and Up-regulations of transcript levels in VAT are represented in green and red, respectively. Regulations were mapped using Pathview (R-Bioconductor) and KEGG database.

**Figure 6:**
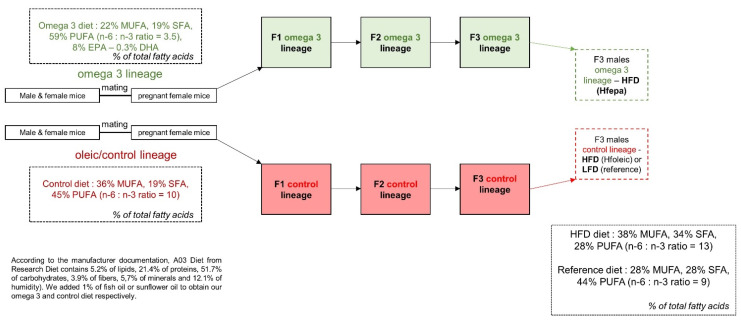
Design of the dietary intervention to obtain F3 animals from an n-3 PUFA and control lineage and explore the effect of a high-fat diet (HFD) in each lineage. MUFA, monounsaturated fatty acids; SFA, saturated fatty acids; PUFA, polyunsaturated fatty acids. HFD, high-fat diet; LFD, control low fat diet.

**Table 1:** Comparison of VAT’s gene expression data in microarray and RT-qPCR measurements. Values are mRNA level ratio between the different groups (*n* = 6/8 per group). Microarray experiments identified significant differential expression with *p* < 0.05 with FDR correction (*) or no FDR correction (a). RT-qPCR validation experiments identified significant differential expression with *p* < 0.05 (b) or *p* < 0.1 (c). HFoleic, mice from oleic/control lineage fed with the obesogenic diet; HFepa, mice from EPA/omega 3 lineage fed with the obesogenic diet; Ref, mice from oleic/control lineage fed with the normocaloric diet.

		Microarray			RT-qPCR	
Genes	HFoleic vs. Ref	HFepa vs. HFoleic	HFepa vs. Ref	HFoleic vs. Ref	HFepa vs. HFoleic	HFepa vs. Ref
*Dnajb1*	1.00	1.20 a	1.20a	0.93	1.12 b	1.05
*Dock8*	4.38 *	0.81	3.53 *	3.56 b	0.82 c	2.92 b
*Foxo3*	1.10	0.86 a	0.95	0.91	0.85 c	0.77 b
*Irs2*	0.51 *	1.54 a	0.79	0.49 b	1.38 b	0.68 b
*Leptin*	2.18 *	0.74 a	1.62	4.97 a	0.46 a	2.30
*Mmp13*	1.80 *	0.63 a	1.13	4.40 b	0.38 b	1.66
*Nupl2*	0.96	0.83 a	0.79 *	0.86 c	0.82 b	0.71 b
*Plin2*	1.94 *	0.76	1.47 a	1.65 b	0.66 b	1.09
*Serpine1*	0.38 *	2.02 a	0.77	0.37 b	1.94 c	0.72
*Stat3*	0.78 *	1.13	0.88	0.63 b	0.96	0.60 b
*Timp3*	0.61 *	1.45 a	0.88	0.59 b	1.18	0.70 b

**Table 2:** Significant overrepresentation in VAT of validated targets of transcription factors (TF), TF complexes or families in HFoleic vs. Reference group comparison.

	Name	Hits (*n*)	Adjusted *p*-Value
Transcription factors	SP1	104	<0.001
	SP3	45	<0.001
	SPI1	27	<0.001
	CEBPB	31	<0.001
	IRF1	16	<0.01
	IRF8	12	<0.01
	HIF1A	16	<0.01
	STAT1	15	<0.01
	YY1	18	<0.01
	USF1	15	<0.01
	CEBPA	17	<0.01
	EGR1	15	<0.01
	RELA	15	<0.05
	ETS1	12	<0.05
	POU2F1	14	<0.05
	STAT3	13	<0.05
	NFYA	12	<0.05
Transcription factor complexes	AP-1	24	<0.001
	NF-kappaB	14	<0.05
	PPARgamma:RXR-alpha	8	<0.05
	RelA-p65:p50	9	<0.05
	USF2:usf1	8	<0.05
Transcription factor families	NF-1	14	<0.05

## Data Availability

Microarray data and experimental details are accessible through GEO Series accession number GSE176356.

## Supplementary Materials

The following are available online at www.mdpi.com/article/10.3390/metabo11120838/s1, Figure S1: Differential regulation of Chemokine signaling pathway between the HFepa and HFoleic groups, Figure S2: Alteration of mitochondria-targeted genes in the HFepa vs. Ref groups, Table S1: GSEA identified regulations in processes and pathways using transcriptomic data when comparing the HFepa and HFoleic groups, Table S2: Differential regulation of mitochondria targeted genes between the HFoleic and HFepa groups compared to the Ref group, Table S3: Enriched pathways among mitochondria-targeted genes.

# Supplementary material for: Adipose Tissue Dysfunctions in Response to an Obesogenic Diet Are Reduced in Mice after Transgenerational Supplementation with Omega 3 Fatty Acids
**Source:** Metabolites. 2021 Dec 4;11(12):838. doi: 10.3390/metabo11120838
**Supplement:** Supplementary file 1

**Supplementary Table S1. HFepa vs HFoleic comparison using GSEA identified enriched gene sets**

| #Name                                                                    | Reference | Hits | P-val    | HFepa vs HFoleic |
|--------------------------------------------------------------------------|-----------|------|----------|------------------|
| mRNA processing                                                          | WIKI      | 149  | 1.43E-08 | enriched         |
| Chemokine signaling pathway                                              | WIKI      | 64   | 3.15E-03 | depleted         |
| Cholesterol Biosynthesis                                                 | WIKI      | 11   | 3.15E-03 | depleted         |
| DNA Replication                                                          | WIKI      | 23   | 3.15E-03 | depleted         |
| GPCRs, Class A Rhodopsin-like                                            | WIKI      | 37   | 3.15E-03 | depleted         |
| Spinal Cord Injury                                                       | WIKI      | 27   | 3.15E-03 | depleted         |
| Non-odorant GPCRs                                                        | WIKI      | 58   | 4.79E-03 | depleted         |
| IL-5 Signaling Pathway                                                   | WIKI      | 29   | 6.67E-03 | depleted         |
| GPCRs, Class B Secretin-like                                             | WIKI      | 9    | 1.94E-02 | enriched         |
| Matrix Metalloproteinases                                                | WIKI      | 11   | 1.94E-02 | depleted         |
| Macrophage markers                                                       | WIKI      | 6    | 4.29E-02 | depleted         |
| Mitotic Prometaphase                                                     | Reactome  | 50   | 7.08E-07 | depleted         |
| Resolution of Sister Chromatid Cohesion                                  | Reactome  | 54   | 7.08E-07 | depleted         |
| RHO GTPases Activate Formins                                             | Reactome  | 58   | 9.62E-07 | depleted         |
| Separation of Sister Chromatids                                          | Reactome  | 78   | 4.84E-06 | depleted         |
| Collagen degradation                                                     | Reactome  | 20   | 8.89E-06 | depleted         |
| Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell | Reactome  | 34   | 1.07E-05 | depleted         |
| Assembly of collagen fibrils and other multimeric structures             | Reactome  | 18   | 9.07E-05 | depleted         |
| Degradation of the extracellular matrix                                  | Reactome  | 19   | 9.07E-05 | depleted         |
| NCAM1 interactions                                                       | Reactome  | 8    | 9.07E-05 | depleted         |
| MHC class II antigen presentation                                        | Reactome  | 39   | 1.56E-04 | depleted         |
| Meiotic Recombination                                                    | Reactome  | 25   | 1.60E-04 | depleted         |
| RHO GTPases Activate NADPH Oxidases                                      | Reactome  | 5    | 1.60E-04 | depleted         |
| Integrin cell surface interactions                                       | Reactome  | 33   | 9.21E-04 | depleted         |
| Regulation of actin dynamics for phagocytic cup formation                | Reactome  | 23   | 1.29E-03 | depleted         |
| Collagen biosynthesis and modifying enzymes                              | Reactome  | 24   | 1.96E-03 | depleted         |
| G alpha (s) signalling events                                            | Reactome  | 27   | 3.36E-03 | enriched         |
| Extracellular matrix organization                                        | Reactome  | 7    | 4.68E-03 | depleted         |
| Non-integrin membrane-ECM interactions                                   | Reactome  | 7    | 4.68E-03 | depleted         |
| Cell surface interactions at the vascular wall                           | Reactome  | 22   | 5.00E-03 | depleted         |
| ECM proteoglycans                                                        | Reactome  | 18   | 7.07E-03 | depleted         |

|                                                                                                          |          |    |          |          |
|----------------------------------------------------------------------------------------------------------|----------|----|----------|----------|
| GPVI-mediated activation cascade                                                                         | Reactome | 20 | 7.07E-03 | depleted |
| Signaling by PDGF                                                                                        | Reactome | 10 | 1.01E-02 | depleted |
| mRNA Splicing - Major Pathway                                                                            | Reactome | 37 | 1.06E-02 | enriched |
| G alpha (i) signalling events                                                                            | Reactome | 32 | 1.23E-02 | depleted |
| Gamma-carboxylation of protein precursors                                                                | Reactome | 2  | 1.23E-02 | depleted |
| Removal of aminoterminal propeptides from gamma-carboxylated proteins                                    | Reactome | 2  | 1.23E-02 | depleted |
| Transport of gamma-carboxylated protein precursors from the endoplasmic reticulum to the Golgi apparatus | Reactome | 2  | 1.23E-02 | depleted |
| Cholesterol biosynthesis                                                                                 | Reactome | 12 | 3.01E-02 | depleted |
| Cyclin A/B1 associated events during G2/M transition                                                     | Reactome | 9  | 3.01E-02 | depleted |
| Beta defensins                                                                                           | Reactome | 4  | 3.37E-02 | depleted |
| Phagosome                                                                                                | KEGG     | 67 | 2.87E-11 | depleted |
| Staphylococcus aureus infection                                                                          | KEGG     | 23 | 3.05E-09 | depleted |
| Lysosome                                                                                                 | KEGG     | 60 | 8.85E-09 | depleted |
| Tuberculosis                                                                                             | KEGG     | 64 | 3.82E-07 | depleted |
| Osteoclast differentiation                                                                               | KEGG     | 56 | 2.22E-06 | depleted |
| Systemic lupus erythematosus                                                                             | KEGG     | 38 | 3.60E-06 | depleted |
| Allograft rejection                                                                                      | KEGG     | 18 | 1.94E-05 | depleted |
| Leishmaniasis                                                                                            | KEGG     | 26 | 1.94E-05 | depleted |
| Antigen processing and presentation                                                                      | KEGG     | 34 | 4.82E-05 | depleted |
| Cell adhesion molecules (CAMs)                                                                           | KEGG     | 53 | 4.82E-05 | depleted |
| Graft-versus-host disease                                                                                | KEGG     | 20 | 4.82E-05 | depleted |
| Natural killer cell mediated cytotoxicity                                                                | KEGG     | 50 | 5.18E-05 | depleted |
| Autoimmune thyroid disease                                                                               | KEGG     | 19 | 9.65E-05 | depleted |
| Rheumatoid arthritis                                                                                     | KEGG     | 33 | 1.26E-04 | depleted |
| Protein digestion and absorption                                                                         | KEGG     | 27 | 1.45E-04 | depleted |
| B cell receptor signaling pathway                                                                        | KEGG     | 33 | 1.60E-04 | depleted |
| Viral myocarditis                                                                                        | KEGG     | 27 | 1.66E-04 | depleted |
| Type I diabetes mellitus                                                                                 | KEGG     | 18 | 1.68E-04 | depleted |
| Asthma                                                                                                   | KEGG     | 8  | 2.72E-04 | depleted |
| Amoebiasis                                                                                               | KEGG     | 39 | 2.76E-04 | depleted |
| Cytokine-cytokine receptor interaction                                                                   | KEGG     | 66 | 4.30E-04 | depleted |
| Spliceosome                                                                                              | KEGG     | 44 | 7.96E-04 | enriched |
| Chemokine signaling pathway                                                                              | KEGG     | 62 | 1.25E-03 | depleted |
| Hematopoietic cell lineage                                                                               | KEGG     | 27 | 1.31E-03 | depleted |
| Cell cycle                                                                                               | KEGG     | 52 | 1.68E-03 | depleted |

|                                              |          |    |          |          |
|----------------------------------------------|----------|----|----------|----------|
| Steroid biosynthesis                         | KEGG     | 12 | 3.84E-03 | depleted |
| Fc gamma R-mediated phagocytosis             | KEGG     | 36 | 3.88E-03 | depleted |
| DNA replication                              | KEGG     | 23 | 6.59E-03 | depleted |
| ECM-receptor interaction                     | KEGG     | 33 | 6.59E-03 | depleted |
| Viral carcinogenesis                         | KEGG     | 76 | 8.75E-03 | depleted |
| Intestinal immune network for IgA production | KEGG     | 17 | 9.11E-03 | depleted |
| Malaria                                      | KEGG     | 15 | 2.83E-02 | depleted |
| Toll-like receptor signaling pathway         | KEGG     | 43 | 2.83E-02 | depleted |
| Biosynthesis of amino acids                  | KEGG     | 22 | 2.95E-02 | depleted |
| Oocyte meiosis                               | KEGG     | 36 | 3.81E-02 | depleted |
| Herpes simplex infection                     | KEGG     | 65 | 4.56E-02 | depleted |
| Eicosanoid Metabolism                        | Biocarta | 9  | 7.9 E-03 | depleted |
| <i>P</i> -val= <i>p</i> value                |          |    |          |          |

Gene Set Enrichment Analysis from GeneTrail was used to compare HFoleic and HFepa groups and identified differentially regulated biological processes, pathways, reactions or molecular functions. P values were adjusted for multiple testing using the Benjamini and Yekutieli's method, as recommended by GeneTrail.

# Supplementary material for: Adipose Tissue Dysfunctions in Response to an Obesogenic Diet Are Reduced in Mice after Transgenerational Supplementation with Omega 3 Fatty Acids
**Source:** Metabolites. 2021 Dec 4;11(12):838. doi: 10.3390/metabo11120838
**Supplement:** Supplementary file 1

| up-regulated KEGG pathways in HFoleic group vs reference   | Count | % involved genes | Pvalue (FDR) | Genes                                                                                                                                                                                                                                                                           |
|------------------------------------------------------------|-------|------------------|--------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| mmu01130:Biosynthesis of antibiotics                       | 29    | 9.2              | 8.22E-13     | ACAA2, SHMT2, ENO1B, ACAA1A, HK1, GCSH, HK3, ALDH1B1, PPAT, PGK1, ACADM, ACSS1, FDPS, TPI1, ARG1, IDH1, NME2, PYCR1, NME4, LSS, ASS1, NME1, ALDH3A2, HADHB, SUCLA2, PKM, BCAT1, ALDOA, ALDH9A1                                                                                  |
| mmu01230:Biosynthesis of amino acids                       | 12    | 3.8              | 3.57E-05     | TPI1, PKM, SHMT2, ARG1, IDH1, ENO1B, PGK1, PYCR1, ALDH18A1, BCAT1, ALDOA, ASS1, ALDH3A2, HADHB, CPT1A, ACAA2,                                                                                                                                                                   |
| mmu00071:Fatty acid degradation                            | 10    | 3.2              | 3.64E-05     | ALDH1B1, ACSL5, ACADM, ACAA1A, ACOX3, ALDH9A1                                                                                                                                                                                                                                   |
| mmu00010:Glycolysis / Gluconeogenesis                      | 11    | 3.5              | 4.56E-05     | ALDH3A2, HK3, TPI1, PKM, ALDH1B1, ENO1B, PGK1, ACSS1, ALDOA, ALDH9A1, HK1                                                                                                                                                                                                       |
| mmu00670:One carbon pool by folate                         | 7     | 2.2              | 5.75E-05     | DHFR, ALDH1L1, MTHFD1L, SHMT2, MTHFD2, MTHFSL, MTHFS                                                                                                                                                                                                                            |
| mmu00280:Valine, leucine and isoleucine degradation        | 10    | 3.2              | 5.75E-05     | ALDH3A2, HADHB, ACAA2, ALDH1B1, OXCT1, ABAT, ACADM, ACAA1A, BCAT1, ALDH9A1                                                                                                                                                                                                      |
| mmu04141:Protein processing in endoplasmic reticulum       | 16    | 5.1              | 7.15E-05     | PDIA3, HSPA8, SSR4, HSPA5, PRKCSH, TUSC3, RPN1, MOGS, RRP1, DNAJA1, LMAN1, BAX, BAK1, P4HB, CALR, CRYAB                                                                                                                                                                         |
| mmu00330:Arginine and proline metabolism                   | 9     | 2.9              | 1.68E-04     | ALDH3A2, GATM, P4HA1, ALDH1B1, ARG1, MAOA, PYCR1, ALDH18A1, ALDH9A1                                                                                                                                                                                                             |
| mmu01212:Fatty acid metabolism                             | 9     | 2.9              | 2.06E-04     | HADHB, CPT1A, ACAA2, OXSM, TECR, ACSL5, ACADM, ACAA1A, ACOX3                                                                                                                                                                                                                    |
| mmu01200:Carbon metabolism                                 | 12    | 3.8              | 6.28E-04     | HK3, SUCLA2, TPI1, PKM, SHMT2, IDH1, ENO1B, PGK1, ACADM, ACSS1, ALDOA, HK1                                                                                                                                                                                                      |
| mmu03010:Ribosome                                          | 12    | 3.8              | 4.29E-03     | RPL4, MRPL20, RPL30, RPS16, RPL10, MRPL18, MRPS11, MRPL19, MRPL27, RPL36A, MRPL34, MRPS6                                                                                                                                                                                        |
| mmu04146:Peroxisome                                        | 9     | 2.9              | 5.42E-03     | PRDX5, IDH1, PRDX1, AGPS, HSD17B4, ACSL5, ACAA1A, ACOX3, ABCD1                                                                                                                                                                                                                  |
| mmu00051:Fructose and mannose metabolism                   | 6     | 1.9              | 9.14E-03     | GMPPB, HK3, TPI1, AKR1B3, ALDOA, HK1                                                                                                                                                                                                                                            |
| mmu04142:Lysosome                                          | 10    | 3.2              | 0.014747067  | CTSA, SCARB2, ASAH1, GM2A, PSAP, CLTC, TPP1, TCIRG1, CTSD, CTSB                                                                                                                                                                                                                 |
| mmu00620:Pyruvate metabolism                               | 6     | 1.9              | 0.015158368  | ALDH3A2, PKM, ALDH1B1, ACYP2, ACSS1, ALDH9A1                                                                                                                                                                                                                                    |
| down-regulated KEGG pathways in HFoleic group vs reference | Count | % involved genes | Pvalue (FDR) | Genes                                                                                                                                                                                                                                                                           |
| mmu00190:Oxidative phosphorylation                         | 35    | 9.4              | 2.48E-24     | NDUFB9, NDUFB8, NDUFA13, UQCRB, NDUFB10, NDUFA12, COX4I1, NDUFA10, ATP5K, ATP5C1, ATP5G3, UQCR10, ATP5H, ATP5G2, ATP5G1, ATP5B, ATP5D, NDUFV1, NDUFA9, NDUFA6, NDUFA5, NDUFA4, NDUFA3, NDUFA2, SDHA, ATP5F1, SDHB, ATP5J2, NDUF57, PPA2, NDUF56, UQCRC1, NDUF53, NDUF52, UQCRC2 |
| mmu05012:Parkinson's disease                               | 33    | 8.8              | 4.28E-21     | NDUFB9, NDUFB8, NDUFA13, UQCRB, NDUFB10, NDUFA12, COX4I1, NDUFA10, ATP5C1, ATP5G3, PARK7, UQCR10, ATP5H, ATP5G2, ATP5G1, ATP5B, ATP5D, NDUFV1, NDUFA9, NDUFA6, NDUFA5, NDUFA4, NDUFA3, NDUFA2, SDHA, ATP5F1, SDHB, NDUF57, NDUF56, UQCRC1, NDUF53, NDUF52, UQCRC2               |
| mmu00280:Valine, leucine and isoleucine degradation        | 22    | 5.9              | 1.90E-19     | ACAD8, BCKDHA, MCCC2, ECHS1, HIBADH, MCCC1, BCKDHB, ACSF3, HSD17B10, ACADSB, ACAT1, HMGCL, ALDH6A1, ALDH2, AUH, IVD, DBT, PCCB, HADH, ALDH7A1, HIBCH, BCAT2                                                                                                                     |

|                                                    |    |     |             |                                                                                                                                                                                                                                                                   |
|----------------------------------------------------|----|-----|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| mmu05010:Alzheimer's disease                       | 33 | 8.8 | 6.72E-19    | NDUFB9, NDUFB8, NDUF13, UQCRB, NDUFB10, NDUF12, COX4I1, NDUF10, ATP5C1, ATP5G3, UQCR10, ATP5H, ATP5G2, HSD17B10, ATP5G1, ATP5B, ATP5D, NDUFV1, NDUF13, NDUF16, NDUF15, NDUF14, NDUF13, NDUF12, SDHA, ATP5F1, SDHB, NDUF57, NDUF56, UQCRC1, NDUF53, NDUF52, UQCRC2 |
| mmu05016:Huntington's disease                      | 33 | 8.8 | 1.88E-17    | NDUFB9, NDUFB8, NDUF13, UQCRB, NDUFB10, NDUF12, COX4I1, NDUF10, ATP5C1, ATP5G3, UQCR10, ATP5H, ATP5G2, ATP5G1, ATP5B, ATP5D, NDUFV1, NDUF13, NDUF16, NDUF15, NDUF14, NDUF13, NDUF12, SDHA, ATP5F1, SDHB, SOD1, NDUF57, NDUF56, UQCRC1, NDUF53, NDUF52, UQCRC2     |
| mmu01130:Biosynthesis of antibiotics               | 30 | 8.0 | 1.16E-13    | ECHS1, DLST, AK4, PDHB, HSD17B10, PAPSS2, ACAT1, ATIC, ALDH2, DBT, IDH3B, HADH, PRODH, PCK2, BCKDHA, PDHA1, MDH1, IDH3G, BCKDHB, NME3, SDHA, SDHB, CAT, PCCB, OGDH, SUCLG2, SUCLG1, ACO2, ALDH7A1, BCAT2                                                          |
| mmu00020:Citrate cycle (TCA cycle)                 | 14 | 3.7 | 1.41E-12    | PDHA1, PCX, MDH1, IDH3G, DLST, PDHB, SDHA, SDHB, OGDH, IDH3B, SUCLG2, SUCLG1, ACO2, PCK2                                                                                                                                                                          |
| mmu04932:Non-alcoholic fatty liver disease (NAFLD) | 24 | 6.4 | 1.38E-11    | NDUF13, NDUFB9, NDUFB8, NDUF13, NDUF16, NDUF15, UQCRB, NDUFB10, NDUF14, NDUF12, NDUF13, COX4I1, NDUF12, NDUF10, UQCR10, SDHA, SDHB, NDUF57, NDUF56, UQCRC1, NDUF53, NDUF52, UQCRC2, NDUFV1                                                                        |
| mmu01200:Carbon metabolism                         | 20 | 5.3 | 1.79E-10    | PDHA1, ECHS1, PCX, MDH1, IDH3G, GPT2, DLST, PDHB, SDHA, SDHB, ACAT1, ALDH6A1, CAT, PCCB, OGDH, IDH3B, SUCLG2, SUCLG1, ACO2, HIBCH                                                                                                                                 |
| mmu00640:Propanoate metabolism                     | 10 | 2.7 | 6.26E-08    | ACSS3, ALDH6A1, ECHS1, PCCB, SUCLG2, SUCLG1, MLYCD, ACACB, HIBCH, ACAT1                                                                                                                                                                                           |
| mmu00620:Pyruvate metabolism                       | 11 | 2.9 | 1.37E-07    | GRHPR, PDHA1, PCX, ALDH2, MDH1, LDHD, PDHB, ACACB, ALDH7A1, PCK2, ACAT1                                                                                                                                                                                           |
| mmu00071:Fatty acid degradation                    | 9  | 2.4 | 1.46E-04    | ACADVL, ECHS1, ALDH2, ACSL1, ECI1, HADH, ACADSB, ALDH7A1, ACAT1                                                                                                                                                                                                   |
| mmu01212:Fatty acid metabolism                     | 9  | 2.4 | 1.85E-04    | PECR, ACADVL, ECHS1, ACSL1, HADH, ACADSB, MCAT, FADS1, ACAT1                                                                                                                                                                                                      |
| mmu00650:Butanoate metabolism                      | 7  | 1.9 | 2.51E-04    | HMGCL, ECHS1, ACSM3, ACSM5, L2HGDH, HADH, ACAT1                                                                                                                                                                                                                   |
| mmu00630:Glyoxylate and dicarboxylate metabolism   | 7  | 1.9 | 3.64E-04    | GRHPR, MDH1, CAT, PCCB, ACO2, GLUL, ACAT1                                                                                                                                                                                                                         |
| mmu00380:Tryptophan metabolism                     | 8  | 2.1 | 7.22E-04    | ECHS1, ALDH2, CAT, KYAT3, OGDH, HADH, ALDH7A1, ACAT1                                                                                                                                                                                                              |
| mmu04146:Peroxisome                                | 10 | 2.6 | 8.80E-04    | PECR, HMGCL, PHYH, SCP2, ACSL1, PXMP2, CAT, MLYCD, CRAT, SOD1                                                                                                                                                                                                     |
| mmu00310:Lysine degradation                        | 8  | 2.1 | 1.25E-03    | ECHS1, ALDH2, PHYKPL, OGDH, DLST, HADH, ALDH7A1, ACAT1                                                                                                                                                                                                            |
| mmu03010:Ribosome                                  | 12 | 3.2 | 3.48E-03    | MRPL30, MRPS15, MRPS9, RPL36, MRPS18A, MRPL9, MRPL13, RPL6, RPS13, MRPL32, MRPS5, RPL7                                                                                                                                                                            |
| mmu01210:2-Oxocarboxylic acid metabolism           | 5  | 1.3 | 5.26E-03    | IDH3G, GPT2, IDH3B, ACO2, BCAT2                                                                                                                                                                                                                                   |
| mmu00410:beta-Alanine metabolism                   | 6  | 1.6 | 5.40E-03    | ALDH6A1, ECHS1, ALDH2, MLYCD, ALDH7A1, HIBCH                                                                                                                                                                                                                      |
| mmu00260:Glycine, serine and threonine metabolism  | 6  | 1.6 | 0.012573089 | GRHPR, ALAS2, AGXT2, CHDH, ALDH7A1, GCAT                                                                                                                                                                                                                          |
| mmu00860:Porphyrin and chlorophyll metabolism      | 6  | 1.6 | 0.013469612 | ALAS2, FECH, CPOX, PPOX, EPRS, FXN                                                                                                                                                                                                                                |

| mmu01230:Biosynthesis of amino acids                     | 7     | 1.9              | 0.043709208  | PCX, IDH3G, GPT2, IDH3B, ACO2, GLUL, BCAT2 |
|----------------------------------------------------------|-------|------------------|--------------|--------------------------------------------|
| mmu00480:Glutathione metabolism                          | 6     | 1.6              | 0.044522901  | GPX1, GSTA4, GSTP1, MGST3, GSR, MGST1      |
|                                                          |       |                  |              |                                            |
| down-regulated KEGG pathways in HFepa group vs reference | Count | % involved genes | Pvalue (FDR) | Genes                                      |
| mmu00280:Valine, leucine and isoleucine degradation      | 5     | 11.9             | 0.000622773  | MCCC2, ALDH2, IVD, MCCC1, ACADSB           |

Enrichment in cellular pathways from the KEGG database in mitochondria-targeted genes identified for: HFoleic group vs reference and HFepa group vs reference comparisons. Identification and statistical analysis were performed using the DAVID online tool.

Up regulated pathways are shown in red. Down regulated pathways are shown in green. No significant up regulated pathways were identified when HFepa and reference groups were compared.

How the deposited data were processed for this re-analysis (not part of the article)

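The data are 20 Agilent SurePrint G3 mouse gene expression arrays of 1 colour, each hybridized with Cy3-labelled RNA of visceral adipose tissue of 1 male F3 mouse: 6 Ref, 6 HFoleic and 8 HFepa mice. Per the file headers, the authors extracted the intensities of each spot from the scanned images with Agilent Feature Extraction, and as deposited the median, mean and local background intensities are on a linear scale without any normalization. The processed intensity in the same files was made before deposit by that software, which subtracted the background, removed a spatial trend and replaced low values by a surrogate. The authors also deposited a table of log2 values, which they made from the median signal by a filter on probes and quantile normalization between the arrays, as Section 4.4 states. Its 38,168 probes carry values that correlate with the log2 median signal of the same array at r = 0.9997 or more. That section names the filter without its rule.

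The values in the passages were computed from the spot files in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Of the 62,976 spots of each array, 59,305 are not controls. Control spots were left out, and spots that the software marked as non-uniform or as population outliers were missing on that array. A probe was tested when the software called it well above background on at least 6 arrays. Median intensities were put on the log2 scale without background correction and quantile normalized, and spots of 1 probe were averaged afterwards. This gave 39,390 tested probes, of which 38,132 are in the authors' table and 1258 are not. Between 66.06% and 71.88% of the spots of an array were well above background and none was saturated. The number of mice is a limit on the precision of the values, and other sources of imprecision were not compared with it. Gene names are those in the files. Of 37,074 distinct names, 23,666 are a symbol of the reference table, which uses assembly GRCm38.p6, and 1121 are an older symbol there. Coordinates are those of the files on mm9.

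A model with 1 mean per group was fitted with lmFit of limma to all 20 arrays, so that the groups share the spread of each probe, as in the methods of the paper. The contrasts HFoleic vs. Ref, HFepa vs. Ref and HFepa vs. HFoleic were tested with eBayes. Every adjusted p of a probe is from this moderated t-test with Benjamini–Hochberg adjustment over all tested probes, at a threshold of 0.05. Every camera adjusted p or fry adjusted p is from the set test of that name in limma, adjusted over 21 sets and the 3 contrasts. Those sets, and the lists of marker genes for 17 cell types, 5 tissues and the Y chromosome, were written by hand, because the collections that the paper used are not in the analysis. The mean level of a list was compared with exact permutation tests, adjusted over the lists of cell types and separately over the other lists. The replicate numbers were not used to pair mice. PLS-DA was fitted with mixOmics 6.26.0, and plots were drawn with matplotlib 3.10.9.

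The groups, the tests, the lists and the genes to be named were chosen before the data were examined. The genes to be named were every gene that the paper names at a claim, the 5 genes with the largest rise and the 5 with the largest fall past the threshold in each comparison with the Ref group among those whose groups do not overlap, the genes called in HFepa vs. HFoleic if 10 or fewer, and in each set at a claim the 3 genes with the smallest p. Not all of them are printed. In the cholesterol set those 3 genes are printed, and for the other sets only the counts.

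The steps were tested on simulated data before they were applied. In each comparison 200 of the 39,390 probes were changed by log2 1, and 186 were recovered for HFoleic vs. Ref, 181 for HFepa vs. Ref and 185 for HFepa vs. HFoleic, all in the right direction, with 15, 7 and 11 unchanged probes called.

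The alternatives were the processed signal minus the 75th percentile of each array, the mean signal with normexp background correction and an offset of 50, median centring, the log2 values of the authors for the same probes, no filter on dim probes, a filter on a whole group, and spots kept that the software had marked. Others were the slide as a block, the replicate number as a block, array weights, an intensity trend with robust eBayes, a fit to the compared groups only, HFepa reduced to 6 mice, and each array left out in turn. For sets and lists, fry, an estimated correlation between genes, the mean of all probes of a gene and the median over a list were tried. Added after seeing the data were all 38,168 probes of the authors' table, and the levels of the testis, epididymis and liver lists as covariates. Each count of probes, genes or sets past a threshold was set against 100 groupings of the compared arrays, the real one included. Left out were the RT-qPCR results, the CIBERSORT signature, the transcription factor and microRNA predictions and MitoMiner, for which no input was used here.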

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

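The tests of the second Anxa6 probe, of the other cell lists beside the lipid-associated macrophages, of the testis genes on 4 arrays and of the brown adipocyte genes beside Ucp1, with its binomial p, were chosen only after the result was seen, as was the model with carried-over tissue as covariates.

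In 26 of 357 groups of mice that were examined, for a gene, a list or the position between Ref and HFoleic, 1 mouse lay apart from the rest of its group, with a gap to its neighbour that was large for the range of the group. Chance gives about 1 in 20. HFoleic mouse 1 had 7 of these values and Ref mouse 5 had 6. In HFoleic mouse 1, Lep was 8.76 (9.65 to 9.86 in the other HFoleic mice), Hsd17b7 9.71 (10.18 to 10.40), Gng5 14.65 (14.85 to 14.95) and H2-Eb1 15.63 (16.18 to 16.45), all lower, while Gm23952 was 8.63 (7.61 to 7.97), Lta 6.05 (5.63 to 5.75) and Eno3 10.54 (9.86 to 10.05), all higher. In Ref mouse 5, Akt1 was 12.98 (12.78 to 12.85 in the other Ref mice), Cyp2f2 14.02 (10.56 to 11.69), Aldh2 16.03 (15.35 to 15.60) and the NK cell list 7.31 (6.98 to 7.07), all higher, while Bcat1 was 7.52 (8.71 to 9.06) and Abat 12.19 (12.80 to 13.03), both lower. Other Ref mice were apart for Adipor1, with mouse 6 at 12.88 (13.01 to 13.05), for Acsm3, with mouse 7 at 11.31 (12.26 to 12.47), and for Col5a1, with mouse 7 at 12.21 (11.31 to 11.58). HFoleic mouse 4 was at 12.89 for Cdc42 (12.36 to 12.50). Among HFepa mice, mouse 3 was at 12.12 for Sc5d (12.48 to 12.74), mouse 1 at 13.55 for Sdha (13.92 to 14.21) and mouse 8 at 10.46 for Pth1r (9.58 to 10.00).

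A weak array is a technical explanation for values apart. HFoleic mouse 1 had 69.56% of its spots well above background, within the range of its group, and its slide also holds HFoleic mice 6 and 8, which were not apart for these genes. Ref mouse 5 had 67.20%, also within the range of its group, and the lowest median signal of the 20 arrays, 83. Array weights gave HFoleic mouse 1 a weight of 0.650 and Ref mouse 5 a weight of 0.621, with all weights between 0.499 and 2.53. A swap of HFoleic mouse 1 with an HFepa mouse is weighed under the other observations and stays open. No biological explanation was tested for these mice.

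Lists of genes of other tissues were high in single mice of more than 1 group. The testis list was at 8.10 in HFepa mouse 4 (5.86 to 6.40 in the other HFepa mice) and at 9.06 in HFoleic mouse 5 (5.87 to 6.40), and it was also high in Ref mice 3 and 6, at 8.27 and 8.42. Of its 7 genes 4 were tested, and 3 of these, Prm1, Prm2 and Tnp1, had their highest values on the same 4 arrays, with Prm1 at 9.67, 10.88, 9.65 and 10.02 and at 6.75 or less elsewhere. Tissue carried over at dissection may give this, but Tnp2 did not follow, so the test does not settle it. The epididymis list was at 8.21 in HFepa mouse 2 (6.33 to 6.60 in the others), with Gpx5 at 10.45, and at 6.72 in HFoleic mouse 5 (6.33 to 6.45), with Adam7 at 7.21, and 10 of its 20 genes were tested. It was also higher in Ref mice 3 and 6, at 7.39 and 6.91, with Adam7 at 10.59 and 8.45, the same Ref mice as for the testis list. The liver list, with all 7 genes tested, was at 12.84 in HFoleic mouse 6 (8.16 to 9.62 in the others), with Alb at 14.94, and Alb was at 10.93 or more in every mouse, so this gene is read in all samples. HFepa mice 5 and 6 were at 11.72 and 11.45 on the liver list, and Ref mouse 2 at 11.26. None of these lists differed between the groups (exact permutation tests, adjusted p of 0.175 or more in each comparison). With the levels of the 3 lists as covariates, the number of probes called in HFepa vs. Ref fell from 892 to 38, but 47 of 100 models with the covariates shuffled between arrays gave as few, with a median of 71, so further terms in the model suffice for the drop. A difference between mice in the tissue itself was not tested.

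The brown adipocyte list was at 10.12 in HFepa mouse 7 (7.77 to 7.96 in the other HFepa mice), with Ucp1 at 12.40 against 6.23 or less on every other array. A fault of a single spot would leave the other genes of the list unchanged. Of these 6 genes, 3 were highest in this mouse: Cidea at 14.01 (12.57 or less elsewhere), Cox7a1 at 13.06 (11.71 or less) and Cpt1b at 9.24 (7.70 or less). Elovl3, at 7.92, was highest among the HFepa mice only (5.50 to 6.67 in the others), and Dio2 at 5.78 and Ppargc1a at 8.42 were not. The mean of the 6 genes was 9.74 (8.04 to 8.37 in the other HFepa mice), a gap of 0.8056 of the range, which argues against a fault of the Ucp1 spot as the whole cause. As many as 3 of 6 on 1 array of 20 has a binomial probability of 0.00223, if the genes vary independently, which was not tested. Cidea is also in the adipocyte list. Brown adipocytes in the sample may explain the raised genes, which stays a hypothesis. No biological explanation was tested.

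Anxa6 differed between the HF groups, by 0.425 in HFepa vs. HFoleic on the log2 scale (limma adjusted p = 0.0327, from 0.0109 to 0.251 over the unpaired alternatives), with all 8 HFepa mice above all HFoleic mice. The probe was lower in the HFoleic group and higher in the HFepa group than in the Ref group. The probe rather than the gene is a candidate cause: the other Anxa6 probe differed by -0.164 between the HF groups and rose in both of them against the Ref group, by 0.544 and 0.380. It did not show the difference. A transcript that only 1 of the probes reads stays open, as does the fatty acid given to the lineage, and among 100 groupings of these arrays 6 gave at least 1 called probe, so chance is not excluded for this call.

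In genes that the main text of the paper does not discuss, HFoleic mice differed from Ref mice. The lysosome is named in its supplementary tables, as raised in the HFoleic group and as lower in the HFepa than in the HFoleic group. The list of lipid-associated macrophages was 3.193 higher, with all 6 HFoleic mice above all Ref mice, and all of its 11 genes were tested. Of these, Mmp12 is also in the set of matrix metalloproteinases, Atp6v0d2 in that of the V-type ATPase, and Lipa and Ctsk in that of lysosomal genes. The V-type ATPase genes rose by a mean of 0.4712 (camera adjusted p = 5.09e-05, fry adjusted p = 0.00517, estimated correlation adjusted p = 0.306), with 18 of 22 higher. The lysosomal hydrolases and membrane proteins rose by 0.495 (camera adjusted p = 2.11e-07, fry adjusted p = 0.00752, estimated correlation adjusted p = 0.325), with 42 of 54 higher. As small a p was found in 2 and 1 of 100 groupings. A lower share of adipocytes would raise the genes of every other cell type alike. The list of lipid-associated macrophages rose by 3.288 more than the endothelial list (exact permutation test, p = 0.002165), by 3.10 more than the T cell list and by 3.38 more than the B cell list (exact p = 0.002165 each, the smallest that 6 mice against 6 allow), which argues against that explanation alone. More such macrophages or more expression per cell may underlie the rise, and these were not separated. By design these groups are of the same control lineage and differ in the diet of the challenge. The part of the diet was not tested beyond the comparison itself.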

How the results depend on the processing

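The model with carried-over tissue as covariates and the fit to all probes of the authors' table were chosen only after seeing the data.

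The number of probes called in HFoleic vs. Ref was within 1.5 times of 12,147 under every unpaired alternative, from 11,235 with carried-over tissue as covariates to 16,112 with array weights, and between 9833 without HFoleic mouse 4 and 13,175 without HFoleic mouse 1. Counts of genes before adjustment, the slope of the HFepa on the HFoleic changes (0.524 to 0.544, and 0.442 to 0.593 with each array left out), the assignment of arrays by PLS-DA (14 of 20) and the numbers of HFepa mice nearer to the Ref group (5 or 6 of 8) also stayed within such limits under all alternatives run for them. The share of called genes that were higher in the HFoleic group was given above for each scaling and was lowest after median centring.

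The number of probes called in HFepa vs. Ref, 892 in the reported values, was 575 after median centring, 583 with no filter on dim probes, 1477 with array weights, 38 with carried-over tissue as covariates and 140 with only these groups in the model. Fewer mice estimate the spread in that last fit. Under the processed signal, normexp, the authors' values for the same probes, the filter on a whole group and the slide as a block it was 664, 1071, 1023, 1118 and 696. With HFepa reduced to 6 mice the median of 28 choices was 322.5, from 11 without mice 6 and 7 to 3193 without mice 3 and 8. With each array left out it was between 130 without Ref mouse 6 and 2513 without HFepa mouse 3. The number of genes called in both comparisons with the Ref group, 767, was 499 after median centring, 504 with no filter on dim probes, 1276 with array weights and 127 with only the compared groups in the model, and between 115 without Ref mouse 6 and 2076 without HFepa mouse 3. Without a filter more probes are adjusted for. Otherwise the cause was not tested.

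The number of probes called in HFepa vs. HFoleic, 1 in the reported values, was 0 on the processed signal, after normexp background correction, after median centring, with carried-over tissue as covariates and with only these groups in the model, while limma gave between 6025 and 6828 genes at an unadjusted p below 0.05 in these fits. It was 1297 with the slide as a block and 4528 with array weights, which gave HFepa mouse 1 the lowest weight. With HFepa reduced to 6 mice it had a median of 0 and was between 0 and 5919, the highest without mice 1 and 6. With each array left out it was between 0 and 2867, the highest without HFepa mouse 1, and it was 1663 without HFoleic mouse 1. The cause was not tested, beyond the orders of the slide labels given under the other observations. The calls for the genes of Table 1 over the 3 comparisons, 9 in the reported values, were between 9 and 14 with each array left out, the highest without HFoleic mouse 1.

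Of the 63 camera tests, 39 were below the threshold in the reported values. With fry 17 were, and with a correlation estimated from the data 0 were. Under the other alternatives for the sets the number was between 30 after median centring and 40 for the mean of all probes of a gene. The preset correlation of 0.01 is lower than that estimated for the sets, and a higher value raises the p of a set by construction.

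Over the median of the list in place of the mean, HFoleic vs. Ref changed sign for the dendritic cell list, to -0.052, and for the NK cell list, to -0.047. For the mean of all probes of the gene, Anxa6 changed sign in HFoleic vs. Ref, to 0.158, because its probes go opposite ways. The adjusted p of the adipocyte list in HFoleic vs. Ref was below the threshold on the processed signal (exact permutation test, adjusted p = 0.0414) and after median centring (0.0442), in a range up to 0.101 over the alternatives. That of the NK cell list in HFoleic vs. Ref was above it under every alternative, from 0.0662 to 0.756, and that of the fibroblast list in HFepa vs. HFoleic above it with normexp (0.0528) and the authors' values (0.0560), from 0.0321 over the alternatives. Of all values of named genes under the alternatives that keep every mouse, 1459 kept their direction and their side of the threshold, 60 lost a call, 28 gained one, 12 that were not called changed sign, and 1 called value, that of Anxa6, changed sign. With each array left out, 3654 kept theirs, 130 lost a call and 94 gained one. For the sets at a claim, 197 kept theirs, 43 lost a call and 7 gained one.

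The replicate numbers do not pair the mice. Over 16 pairs of mice with the same number in different groups, the deviations from the group means correlated between -0.587 and 0.559, with a mean of -0.099 and only 5 over 0.1. With the replicate number as a block, a paired fit, 7873 probes were called in HFoleic vs. Ref, 25 in HFepa vs. Ref and 0 in HFepa vs. HFoleic (4934 genes at an unadjusted p below 0.05), and 23 genes were called in both comparisons with the Ref group. The other counts with this replicate block stayed within 1.5 times, and since the numbers pair no mice, the lower counts say nothing of the size of the effects.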

Differences from the paper's values

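The fits to all probes of the authors' table and with carried-over tissue as covariates were chosen only after seeing the values.

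Of 14 counts and 33 ratios that the paper states for these arrays, 1 differed by the measure used here, a value more than 1.5 times the other. The paper gives 532 genes higher in the HFepa than in the Ref group, while 313 were found here, and with the direction turned 472 were found, those higher in the Ref group. Of the alternatives set before the data were examined, normexp background correction gave 376, the authors' values for the same probes 371, the filter on a whole group 393 and array weights 490, all within 1.5 times of the paper's value. The processed signal gave 259, median centring 194, no filter on dim probes 212, marked spots kept 317, the slide as a block 243, the trend with robust eBayes 311, the compared groups alone 56, and the replicate block, though the mice are not paired, 14, all outside it. Carried-over tissue as covariates, added after seeing the values, gave 17.

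All 38,168 probes of the authors' table, a fit chosen after seeing the values, gave 12,319 and 1026 probes, 9430 and 903 genes, 882 shared genes, 12,062, 6574 and 6633 genes before adjustment and 5867 of them shared, each equal to the paper's count. In the same fit, 4554 genes were higher and 4876 lower in the HFoleic group, and 371 were higher and 532 lower in the HFepa group, where the paper gives the same 4 numbers as 4876 higher and 4554 lower, and 532 higher and 371 lower. The paper gives 38,181 probes with a valid signal, and its table holds 38,168.

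In its discussion the paper calls leptin significant after correction in both lineages, while its Table 1 marks it so in HFoleic vs. Ref alone. In HFepa vs. Ref its adjusted p was 0.0552 here, from 0.0518 to 0.0788 over the unpaired alternatives that keep all mice, and it was below 0.05 without HFoleic mouse 1 (0.0258), without Ref mouse 7 (0.0240) and without HFepa mouse 3 (0.0193), in a range up to 0.132 over the left-out arrays.

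In its results the paper has the Akt genes higher in the HFepa than in the HFoleic group, and in its discussion it has Akt1, Akt2 and Stat3 lower. Here Akt2 and Stat3 were higher in the HFepa group, by 0.25 and 0.29 in log2, under all alternatives run, and the brightest Akt1 probe did not differ, with a log2 fold change that changed sign with single mice left out. None was called. Table 1 of the paper also has Stat3 higher on the microarrays, and lower by RT-qPCR. The paper has Foxo3 lower in the HFepa group than in both other groups. The brightest of its 3 probes was higher here than in either, by 0.07 and 0.16, none was called, and the paper's ratios in Table 1 are those of the dimmest probe, with 0.858 in HFepa vs. HFoleic, 0.947 in HFepa vs. Ref and 1.10 in HFoleic vs. Ref. The mean of all probes of the gene, one of the alternatives, had -0.046 in HFepa vs. HFoleic. For Nupl2, which the paper calls in HFepa vs. Ref, the brightest probe was not called, and another probe with ratios of 0.795 in HFepa vs. Ref and 0.826 in HFepa vs. HFoleic was called in the first. The paper lists Timp3 with depleted reactions of the extracellular matrix, while Timp3 itself was 0.56 higher in the HFepa than in the HFoleic group here. Table 1 of the paper also has Timp3 higher in that comparison, on the microarrays and, without a mark of significance, by RT-qPCR. The paper has the Pi3k genes higher in the HFepa group. Of the catalytic subunits, 2 were higher and 2 lower here.

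The paper has the PI3K-AKT-mTOR sets raised in HFepa vs. Ref. The hand-written set had 22 genes higher and 32 lower here (mean -0.03, camera adjusted p = 0.676, from 0.449 to 0.749 over the alternatives). It has eicosanoid metabolism enriched in HFoleic vs. Ref. The set was not past the threshold here, at a camera adjusted p of 0.127, nor under any processing alternative (0.0797 to 0.140). It has chemokine signaling depleted in HFepa vs. HFoleic. The camera adjusted p was 0.0683 here, and the set passed the threshold on the processed signal, after median centring and for the mean of all probes of a gene, and with carried-over tissue as covariates, which was chosen after seeing the values, with a range of 0.00707 to 0.128 over the processing alternatives. It names G protein-coupled receptors among the sets that differ between the HF groups. Those of class B were not past the threshold under any alternative (camera adjusted p from 0.291 to 0.462), and other classes were not tested. The paper has oxidative phosphorylation repressed in both lineages at the set level and in the HFoleic group alone among mitochondrial genes. By camera the set fell in both, by means of 0.12 and 0.10, and 25 genes were called lower in the HFoleic and 1 in the HFepa group. The sets are not those the paper used.

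The paper has the proportions of the main cell types alike between samples. Levels of marker lists, which are not proportions, differed between groups in 10 of 51 tests here. The paper has the groups clearly separated by PLS-DA and well separated by the heatmaps. With each array left out, 14 of 20 were assigned to their own group, and in the clusters HFepa mice 1 and 6 joined HFoleic mice and HFoleic mouse 1 joined the others.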

Other observations

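The tests of the slope with both HF groups changed alike, of the gap between the HFepa mice, of the slides of HFepa mice 1 and 6, and of the count of muscle genes were chosen only after the result was seen.

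More probes were called in HFoleic vs. Ref than in HFepa vs. Ref. A larger spread between HFepa mice may lower the second count without a smaller effect, but it leaves the fold changes at the same size on average. Their slope was 0.5326. With no group changed the slope carries no information (median 0.738, from -7.57 to 6.78 in 100 simulations). With both HF groups changed alike and each group keeping its own spread, it had a median of 0.954, and none of 100 draws was as low (0.604 to 1.46). The slide is another candidate cause, and with the slide as a block the second count was 696 and the gap remained. These values argue against both as the whole cause, and the fatty acid given to the lineage stays open. Groupings of the same arrays, 100 in each comparison with the real one, were set against each count. For HFoleic vs. Ref, 1 grouping, the real one, gave as many probes and 1 as many genes before adjustment, so chance can be excluded for these counts, while 3 gave as many sets and other groupings reached 16 against 14, so chance is excluded only weakly for the number of sets. For HFepa vs. Ref the numbers were 1, 1 and 10, so chance is not excluded for the number of sets. For HFepa vs. HFoleic they were 6, 4 and 21, so chance is not excluded for the called probe or the number of sets, and only weakly for the number of genes before adjustment, where other groupings reached 9129 against 6601. These shares are not adjusted for the 9 counts tested. Of the 767 genes called in both comparisons with the Ref group, the shared Ref arrays may give a part. In 100 simulations of unchanged groups 0 genes were shared, but no draw called a gene in HFepa vs. Ref, which fixes that number and leaves the part open.

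HFepa mice 1 and 6 lay at the level of the HFoleic mice on the line between the groups, and the other 6 HFepa mice nearer to the Ref mice, with a gap from 0.416 to 1.001. In normal samples of 8, a share of 0.03553 had as large a gap for their range, which argues weakly against the chance spread of a single group, since these mice were picked out after their positions were seen and the share is not adjusted for that. No mouse was apart by the measure for single mice used above. Slide 1 and slide 2, which hold these mice, also hold other HFepa mice, at 0.41 or less, which argues against the slide. A swap of HFepa mouse 1 with HFoleic mouse 1 may explain mouse 1. On 200 probes that separate the HFepa group from both others among the remaining arrays, HFepa mouse 1 had a score of -0.084, on the side of the other groups, and HFoleic mouse 1 had 0.682, on the side of the HFepa group. The same score put only 9 of 18 other arrays, and 3 of 7 other HFepa arrays, on their own side, so a swap cannot be told apart from a difference between mice. A swap of these mice leaves mouse 6 unexplained. A different response of single mice to the diet was not tested.

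With the slide as a block, more probes were called in HFepa vs. HFoleic. Of 100 orders of the slide labels, the real one included, 5 gave as many, with a median of 0 and up to 4296. The real slides gave more than most orders, but the share is at the limit of 0.05 itself and not below it, so an effect of the real slides cannot be told apart from a gain from any added terms.

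Pvalb, Casq1, Myh1 and Myh2, genes of skeletal muscle, were called higher in HFoleic vs. Ref, by 2.50, 0.90, 0.41 and 0.28, while Acta1 fell by 1.02 and was not called. Muscle in the dissected tissue may raise these genes together. The deviations of the 13 tested muscle genes of the list from the group means had a mean pairwise correlation of 0.09611, and 32 of 1000 random lists matched on level were as high (median 0.00564, highest 0.202). No mouse was apart for this list in any group. The count of genes, made afterwards, was 7 of 13 higher in the HFoleic group. These values point opposite ways, so muscle in the tissue cannot be told apart from expression in the adipose tissue itself. The whole list differed by 0.25 (exact permutation test, adjusted p = 0.0584), and by 0.14 in HFepa vs. Ref (0.313).

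Other lists were not past the threshold in HFoleic vs. Ref. Those of the pancreas differed by 0.34 (exact permutation test, adjusted p = 0.0779), of Y-linked genes by -0.21 (0.0584), of the epididymis by -0.31 (0.175), of the testis by -0.40 (0.714) and of the liver by -0.13 (0.892). Among lists of cell types not given above, HFoleic vs. Ref differed by 0.48 for dendritic cells and 0.51 for eosinophils (exact permutation test, adjusted p = 0.0221 each), by 1.52 for proliferating cells (0.0315), by 0.35 for NK cells (0.0414) and by -0.79 for erythroid cells (0.0315). Erythroid cells also differed in HFepa vs. Ref, by -0.48 (0.0434). All 6 HFoleic mice were above all Ref mice on the lists of dendritic cells and eosinophils. Neutrophils differed by 0.14, mast cells by -0.34, mesothelial cells by -0.72, smooth muscle cells by -0.18 and brown adipocytes by 0.03 in HFoleic vs. Ref (exact permutation test, adjusted p of 0.270 or more), where the sign for neutrophils changed on the processed signal and for the median of the list, and that for brown adipocytes after median centring.

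Of the sets not given above, DNA replication rose by a mean of 0.28 in HFoleic vs. Ref, with 37 of 49 genes higher (camera adjusted p = 5.09e-05, fry adjusted p = 0.00517), and 3 of 100 groupings gave as small a p. It fell by a mean of 0.17 in HFepa vs. HFoleic, with 38 of 49 genes lower (camera adjusted p = 2.87e-05, fry adjusted p = 0.0350), and 8 of 100 groupings gave as small a p. The TCA cycle fell by a mean of 0.19 in HFoleic vs. Ref (camera adjusted p = 0.0261, fry adjusted p = 0.138) and by 0.17 in HFepa vs. Ref (camera adjusted p = 8.43e-04, fry adjusted p = 0.144), with as small a p in 38 and 28 of 100 groupings. Cytosolic ribosomal proteins had means of 0.03 and 0.005 and mitochondrial ribosomal proteins of -0.03 and -0.05 in these comparisons, and 40 or more of 100 groupings gave as small a p. The mitochondrial set was past the camera threshold in HFepa vs. Ref, with 51 of 77 genes lower (camera adjusted p = 0.0386, fry adjusted p = 0.258). It was also past it in HFepa vs. HFoleic, with a mean of -0.03 (camera adjusted p = 0.0369, fry adjusted p = 0.469), where 45 of 100 groupings gave as small a p.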
